# Tumor Cell Associated Hyaluronan-CD44 Signaling Promotes Pro-Tumor Inflammation in Breast Cancer

**DOI:** 10.3390/cancers12051325

**Published:** 2020-05-22

**Authors:** Patrice M. Witschen, Thomas S. Chaffee, Nicholas J. Brady, Danielle N. Huggins, Todd P. Knutson, Rebecca S. LaRue, Sarah A. Munro, Lyubov Tiegs, James B. McCarthy, Andrew C. Nelson, Kathryn L. Schwertfeger

**Keywords:** hyaluronan, CD44, inflammation, tumor microenvironment, breast cancer

## Abstract

Cancer has been conceptualized as a chronic wound with a predominance of tumor promoting inflammation. Given the accumulating evidence that the microenvironment supports tumor growth, we investigated hyaluronan (HA)-CD44 interactions within breast cancer cells, to determine whether this axis directly impacts the formation of an inflammatory microenvironment. Our results demonstrate that breast cancer cells synthesize and fragment HA and express CD44 on the cell surface. Using RNA sequencing approaches, we found that loss of CD44 in breast cancer cells altered the expression of cytokine-related genes. Specifically, we found that production of the chemokine CCL2 by breast cancer cells was significantly decreased after depletion of either CD44 or HA. In vivo, we found that CD44 deletion in breast cancer cells resulted in a delay in tumor formation and localized progression. This finding was accompanied by a decrease in infiltrating CD206+ macrophages, which are typically associated with tumor promoting functions. Importantly, our laboratory results were supported by human breast cancer patient data, where increased *HAS2* expression was significantly associated with a tumor promoting inflammatory gene signature. Because high levels of HA deposition within many tumor types yields a poorer prognosis, our results emphasize that HA-CD44 interactions potentially have broad implications across multiple cancers.

## 1. Introduction

Breast cancer is the second leading cause of cancer-related death among women in the United States [1]. The triple negative subtype, lacking estrogen receptor (ER), progesterone receptor (PR), and human epidermal growth factor receptor 2 (HER2) expression, represents approximately 12% of breast cancer cases [2]. Notably, this subtype has a poor prognosis, and because standard targeted therapies against ER and HER2 are ineffective in triple negative cases, chemotherapy is the main treatment option for these patients [3]. As such, there is a need to better understand the biology of this triple negative subtype, with the ultimate goal of developing more targeted and successful therapies.

Cancer has been compared to a chronic wound in a continuous state of healing, with the balance of signaling tipped in favor of pro-tumor inflammation [4]. Therefore, it is important to understand how malignant cells interact with, and alter, their environment to ultimately support disease progression. The tumor microenvironment (TME) consists of both tumor and stromal cells embedded within a dense and remodeling extracellular matrix, that consists of numerous extracellular matrix molecules including hyaluronan (HA) [5,6,7,8]. HA is a high molecular mass (2000kDa or higher) glycosaminoglycan (GAG) synthesized by one or more hyaluronan synthases (HAS) 1–3 located in the plasma membrane, where it is extruded into the microenvironment. HA can then be fragmented enzymatically into low molecular mass oligomers (500–800 kDa or less), via hyaluronidases 1 (HYAL1) and 2 (HYAL2) [9,10,11,12].

Hyaluronan (HA) is of particular interest, because it has anti-inflammatory properties under physiologic conditions. However, under conditions of cellular or organismal stress, an increase in HA deposition [13,14,15] and fragmentation [16] occurs. In vivo studies have shown that overexpression of HAS by tumor or stromal cells promotes tumor progression and epithelial to mesenchymal transition (EMT), while HAS inhibition decreases tumor growth [17]. Moreover, HAS2 expression has been correlated with poor patient survival in triple negative breast cancer when compared to other subtypes [8], yet it is unknown how HA deposition impacts malignant progression and ultimately affects patient survival in these triple negative cases. Furthermore, low-molecular mass HA oligomers have been shown to drive cell proliferation via loss of contact growth inhibition in vitro [18] and promote angiogenesis [19] and inflammation [20] in vivo. However, many of these functional studies have not been performed in breast cancer, which may have implications for tumor- and/or stromal-cell signaling.

Hyaluronan (HA) binds to multiple cell surface receptors, including hyaluronan-mediated motility receptor (HMMR), commonly referred to as receptor for HA-mediated motility (RHAMM), lymphatic vessel endothelial receptor 1 (LYVE1), and cluster of differentiation 44 (CD44) [5]; however, CD44 is noteworthy, as it is a highly conserved type I transmembrane glycoprotein and a predominant HA receptor widely expressed by the tumor cells of breast carcinomas [21]. Additionally, there is some evidence to suggest that interactions between low molecular mass HA and CD44 may play a role in cancer-associated inflammation [16,22]. Structurally, the extracellular domain of CD44 contains a highly conserved HA binding site, allowing cells to adhere to the extracellular matrix (ECM), while the intracellular domain integrates a complex network of signaling events [22]. However, the signaling mechanism is not well understood, as this receptor lacks kinase activity. Some reports have suggested that CD44 signaling is facilitated via lipid raft formation, gathering multiple receptors that can mediate downstream signaling, while conflicting data suggest that HA bound to CD44 creates a barrier to signaling by limiting ligand access and receptor diffusion across the membrane [23]. Thus, the significance of intracellular signaling events downstream of HA-CD44 interactions is complex and depends, in part, on the level and degree of fragmentation within tissues.

Although HA and CD44 have been linked to inflammation, whether the HA-CD44 axis directly drives the expression of inflammatory mediators in breast cancer cells remains understudied. In the current studies, we demonstrate that triple negative breast cancer cells synthesize and fragment HA and express CD44 on the cell surface. Additionally, either deleting CD44 or inhibiting HA synthesis decreases inflammatory cytokine (e.g., CCL2) production by breast carcinoma cells. We further report that although loss of carcinoma cell CD44 has little impact on overall animal survival by tumor burden, there is a dramatic delay in tumor growth relative to mock controls. This delay is accompanied by a decrease in CD206+ macrophages, which are typically associated with tumor promoting functions. Gene expression analysis also demonstrates an association between increased levels of *HAS2* expression and a tumor promoting inflammatory gene signature in human breast cancer tissues. These results suggest that breast carcinoma cell elevation in HA and CD44 promote tumor growth by stimulating an innate pro-tumorigenic immune response in the tumor associated stroma.

## 2. Results

### 2.1. Hyaluronan Synthase 2 Expression in Tumor Cells is Associated with the Triple Negative Breast Cancer Subtype

Because *HAS2* can be expressed by both tumor and stromal cells, tumor cell-specific gene expression levels of *HAS2* were evaluated within an expanded panel of breast cancer cell lines that included ER^+^, HER2^+^ and triple negative subtypes. *HAS2* gene expression levels were compared between cell line subtypes using an analysis of variance (ANOVA) test. The ANOVA indicated significant differences between groups (*p*-value = 0.0395), prompting pairwise significance testing using the Tukey HSD post-test. Specifically, a significant difference in *HAS2* expression was identified between TNBC vs. HER2+ subtypes (*p*-value = 0.03). As illustrated in Figure 1, *HAS2* expression is elevated in 11/17 TNBC cell lines when normalized to all cell lines tested. Consistent with these findings, previously published studies have demonstrated that the Hs578T and MDA-MB-231 cells express high levels of *HAS2,* which we also confirmed by qRT-PCR analysis (Figure S2A) [7,8,24,25]. HA production was confirmed via an ELISA [25,26] using tumor cell conditioned medium (Figure 2A). Because studies suggest that interactions between low molecular mass HA and CD44 may play a role in cancer-associated inflammation [16,22], we investigated whether HA fragmentation occurs within the Hs578T and MDA-MB-231 cells. To accomplish this, HA oligomers were visualized within conditioned medium collected from tumor cells, using a dye that differentially stains nucleic acids, GAGs and proteins. Because other GAGs such as chondroitin sulfate may be present in these samples, the presence of HA was confirmed by treating samples with recombinant hyaluronidase. As shown in Figure 2B, both Hs578T and MDA-MB-231 cells produced high molecular mass HA and low molecular mass oligomers, which were reduced following hyaluronidase treatment. Overall, these results indicate that breast cancer cells contribute to stromal accumulation of HA through synthesis and fragmentation. Therefore, these cell lines were selected for further study.

We then aimed to characterize HA within xenograft injection models of triple negative breast cancer (TNBC). To accomplish this, Hs578T or MDA-MB-231 cells were injected into the mammary fat pads of athymic nude mice. Tumors were harvested at endpoint (2 cm^3^), embedded in paraffin, sectioned, and stained using hematoxylin and eosin (H&E) (Figure 2C) and immunofluorescence to detect HA (HABP) and nuclei (DAPI). As shown in Figure 2D, HA was localized within the Hs578T and MDA-MB-231 tumors and was found to be enriched within tumor associated stromal areas and in close contact with tumor cells (highlighted in Figure 2D and Figure S1). Interestingly, heterogeneous HA staining was present throughout primary tumors derived from both models of TNBC, with regions of high and low/absent HA staining (identified via inserts in Figure 2D). Overall, these studies demonstrate that *HAS2* expression is elevated in multiple TNBC cell lines and that HA deposition occurs throughout tumors derived from xenograft models of TNBC.

### 2.2. CD44 Deletion in Breast Cancer Cell Lines Decreases Expression of Genes Involved in Cellular Adhesion and Cytokine Activity

Hyaluronan (HA) binds to multiple cell surface receptors, including CD44. CD44 is of particular interest, as it is widely expressed in the tumor cells of breast carcinomas [21] and has been shown to promote tumor growth and mediate drug resistance by maintaining cancer stem cell populations [27,28,29]. Therefore, *CD44* gene expression was confirmed in Hs578T and MDA-MB-231 cells by qRT-PCR, as demonstrated by others [30,31,32,33] (Figure S2B). CD44 protein expression was then examined by flow cytometry, which demonstrated that CD44 was expressed on the surface of Hs578T and MDA-MB-231 cells (Figure S2C). The extracellular domain of CD44 contains a highly conserved HA binding site, while the intracellular domain integrates a complex network of signaling events [22]. However, the signaling mechanism is not well understood, as this receptor lacks kinase activity. In order to identify key downstream signaling events of CD44, this protein was deleted from the Hs578T and MDA-MB-231 cells using CRISPR/Cas9 -based techniques and sorted to generate populations of CD44 knockout cells to minimize the off-target effects often observed in cloned cell populations. 

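CD44 counts were read first in each of the 12 RNA-seq libraries made from the sorted cells, since the targeted gene shows whether the CD44 WT and CD44 KO labels hold. CD44 is listed as ENSG00000026508.18 and lies on the plus strand of chromosome 11 of GRCh38, from 35138870 to 35232402. In Hs578T cells, a breast cancer cell line, CD44 reached 507 ± 17.6 CPM, normalized for library size, in CD44 WT (mean ± SD, n = 3) and 27.3 ± 2.06 CPM in CD44 KO (n = 3). The log2 fold change of CD44 KO over CD44 WT was -4.22 (standard error 0.111, adjusted p = 3.16e-12, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In MDA-MB-231 cells, another breast cancer cell line, CD44 reached 362 ± 1.70 CPM in CD44 WT (n = 3) and 34.2 ± 5.40 CPM in CD44 KO (n = 3), a log2 fold change of -3.40 (standard error 0.107, adjusted p = 4.57e-11, same test). In both lines every CD44 KO library lay below every CD44 WT library, for which the smallest p of an exact two-sided permutation test of 3 against 3 libraries is 0.1. CD44 was still counted in every CD44 KO library, with 292 to 464 counts in Hs578T and 304 to 611 counts in MDA-MB-231.

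**Figure D1:**
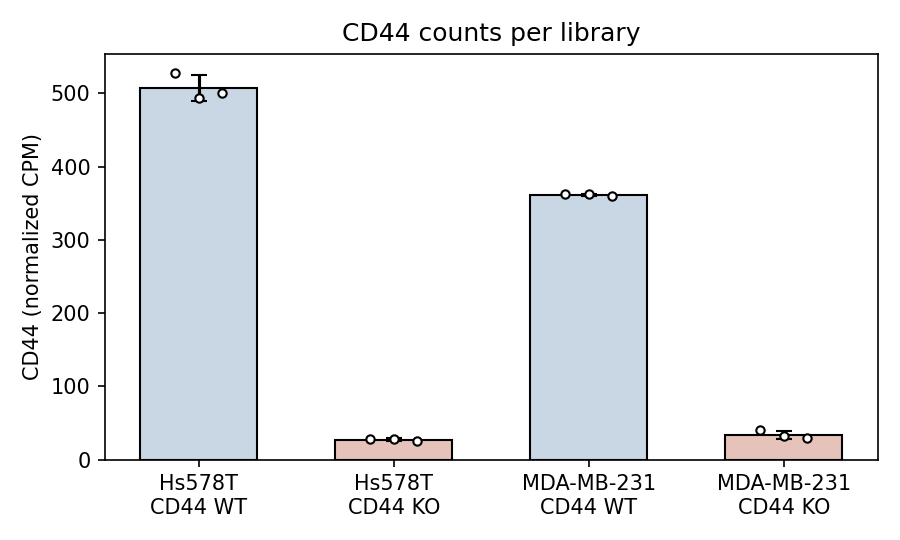
CD44 in normalized CPM (linear axis) in the 4 groups. Bars are means, error bars are SD and open points are the 3 libraries of each group, and the CD44 KO libraries lie between 24.9 and 40.3 CPM.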

Knockout was confirmed by Western blot, as shown in Figure 3A (Figures S10–S13). 

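RNA from Hs578T and MDA-MB-231 cells was sequenced in 4 groups, CD44 WT and CD44 KO cells of each line, with 3 libraries per group. CD44 WT cells were sorted as positive for both CD29 and CD44, and CD44 KO cells as positive for CD29 and negative for CD44. The authors aligned the reads to GRCh38 with HISAT2 (version 2.1.0) and counted fragments per gene with featureCounts (version 1.6.2) on the GENCODE version 28 annotation, using strand and a mapping quality of at least 10. They deposited whole-number counts per gene without normalization. Total counts ranged from 11328102 to 13954052 in Hs578T CD44 WT (median 11720914) and from 11396378 to 15737935 in Hs578T CD44 KO (median 12016117). In MDA-MB-231 they ranged from 11717139 to 12695074 in CD44 WT (median 12440662) and from 10257586 to 19725543 in CD44 KO (median 12356076). For 1 of the 3 MDA-MB-231 CD44 WT libraries only the group was taken from its name, without a replicate number. The paper's text does not state whether the 3 libraries of a group came from separate cultures.

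From the 58381 genes counted, the 15836 genes with an exonic length of at least 300 nt and more than 1 CPM in at least 2 libraries were tested. Counts were scaled with edgeR's TMM method, and CPM are given on that scale. All 12 libraries entered 1 quasi-likelihood fit with a mean for each group, so that both lines shared 1 estimate of the spread between replicates. Each gene was tested for CD44 KO against CD44 WT in each line and for the difference of these changes between the lines, and a gene was counted as changed at an adjusted p of at most 0.01 (Benjamini-Hochberg) in either direction.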

To identify the impacts of CD44 on cell signaling in breast cancer, RNA was isolated from cell lines and submitted for next generation sequencing. After applying the Benjamini–Hochberg multiple hypothesis adjustment to raw *p*-values, differentially expressed genes were identified requiring that they had a log2 fold change >0 and an adjusted *p*-value ≤ 0.01. 

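In Hs578T, 1189 of the 15836 genes tested passed the threshold, 612 with lower and 577 with higher counts in CD44 KO. In MDA-MB-231, 731 genes passed, 419 with lower and 312 with higher counts. Changes of at least 1 on the log2 scale made up 744 of the Hs578T genes, 371 lower and 373 higher in CD44 KO, and 328 of the MDA-MB-231 genes, 235 lower and 93 higher. The setting that moved both counts most in proportion was the length filter taken literally, with only the 94 genes under 300 nt tested. It left 6 genes in Hs578T and 0 genes in MDA-MB-231 by edgeR. Of these short genes, 12 had an unadjusted p under 0.05 in MDA-MB-231 by edgeR, and DESeq2 called 0. At an adjusted p of at most 0.05, 2253 genes passed in Hs578T and 1518 in MDA-MB-231, the largest move of the MDA-MB-231 count in genes. A fit of each line alone called 1525 genes in Hs578T and 315 in MDA-MB-231. The spread between replicates, as edgeR's common biological coefficient of variation, was 0.0949 in Hs578T alone, 0.135 in MDA-MB-231 alone and 0.117 in the fit of all libraries. Leaving out MDA-MB-231 CD44 KO replicate 2 lowered the MDA-MB-231 count to 355, and leaving out Hs578T CD44 KO replicate 2 lowered the Hs578T count to 605. The change in CD44 KO differed between the lines for 653 genes. Among the 1088 genes that passed in Hs578T only, the difference between the lines passed for 309, and among the 630 genes that passed in MDA-MB-231 only, it passed for 225.

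Single genes were ranked by fitted log2 fold change among the genes past the threshold with a mean of at least 5 CPM in the line and with all 3 CD44 KO libraries on one side of the 3 CD44 WT libraries. By this rule, the 5 largest decreases in Hs578T CD44 KO were those of CREG1, GPC4, MAGEA8, VAT1L and ADGRG2. CREG1 had 775 counts over the 3 CD44 WT libraries and 0 in CD44 KO, which is at least 272-fold lower with a floor of 3 counts over the group. VAT1L had 402 counts in CD44 WT and 3 in CD44 KO, a ratio of 141 (95% counting interval 47.9 to 687). The 5 largest increases in Hs578T were those of BEND4, HDAC9, PDE3A, DPYD and ZNF385D. HDAC9 rose from 0.721 ± 0.185 CPM to 88.1 ± 12.4 CPM (SD, n = 3 each), a log2 fold change of 6.90 (standard error 0.302, adjusted p = 3.00e-09, edgeR). In MDA-MB-231 the largest decreases were those of EPB41L3, GPC4, CASC19, CHRDL1 and PGM5, and the largest increases those of TLE4, ADIRF, HSD11B1, SERPINB7 and SERPINB2. EPB41L3 went from 118 ± 38.6 CPM in CD44 WT to 3.86 ± 1.02 CPM in CD44 KO (SD, n = 3 each), a log2 fold change of -4.97 (standard error 0.258, adjusted p = 2.46e-08, edgeR). Intervals and floors cover counting error only.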

A total of 1530 and 320 genes were impacted by CD44 knockout (KO) in the Hs578T cells and MDA-MB-231 cells, respectively. 

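Of the genes that passed the threshold in both lines, 67 changed in the same direction and 34 in opposite directions. Lower counts in CD44 KO were shared by 43 genes, against 16.2 genes if the calls in the lines were independent (one-sided Fisher's exact test, p = 5.29e-09). Higher counts were shared by 24 genes, against 11.4 (same exact test, p = 4.83e-04). Neither opposite combination exceeded chance, by the exact test, with 15 genes lower in Hs578T and higher in MDA-MB-231 (p = 0.228) and 19 genes the other way (p = 0.193). Across all genes tested, the log2 fold changes of the lines had a Spearman correlation of 0.0255, where genes are not independent replicates. The shared count was 170 at an adjusted p of at most 0.05 and 113 with DESeq2. It fell to 28 without MDA-MB-231 CD44 KO replicate 2, with 19 genes lower and 9 higher in CD44 KO. It rose to 73 without Hs578T CD44 WT replicate 3 or without MDA-MB-231 CD44 WT replicate 1. Of the 43 shared lower genes, 10 lie in the first 100 tested genes of chromosome 2, from 38814 to 26579532 (GRCh38), where the median log2 fold change was -0.38 in Hs578T and -0.41 in MDA-MB-231.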

When comparing each of these data sets, 40 genes were differentially expressed in both Hs578T and MDA-MB-231 cells upon deletion of CD44 (Figure 3B,C). Specifically, CD44 knockout resulted in the upregulation of 31 genes and downregulation of nine genes in both cell lines (Figure 3B). 

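All 40 genes of the heat map in Figure 3C were tested. Those shown as higher in CD44 WT, 31 genes, had lower counts in CD44 KO than in CD44 WT in both lines, and the other 9 genes had higher counts in CD44 KO in both lines. For every one of these genes, in both lines, the 3 CD44 KO libraries lay on one side of the 3 CD44 WT libraries, which 10% of unchanged genes would do by chance. In the fit of all 12 libraries, 37 of the 40 genes passed the threshold in both lines. The exceptions were EPHB3 (adjusted p = 0.0159 in MDA-MB-231, edgeR), EPS8L2 (adjusted p = 0.0136 in MDA-MB-231) and LDAH (adjusted p = 0.0161 in Hs578T), and each passed in the other line. Adjusted over the list alone, all 40 genes passed in both lines, which is not independent evidence because the list was chosen on these libraries. With each line filtered and fitted alone, all 40 genes passed in both lines. The log2 fold changes ranged from -9.19 to 6.09 in Hs578T and from -4.65 to 3.17 in MDA-MB-231. The lowest value in both lines was that of GPC4, which had 1 count in Hs578T CD44 KO and 798 in CD44 WT, a ratio of 840 (95% counting interval 150 to 33218). PRSS12 had the highest value in Hs578T, with 2 counts in CD44 WT, and TMPRSS15 the highest in MDA-MB-231. RNF144A, ADI1, DDX1, LDAH and SF3B6 lie in the end of chromosome 2p where neighbouring genes were lower as well. BRSK2 and EPS8L2 lie on the telomeric side of CD44 on chromosome 11, where the median log2 fold change in MDA-MB-231 was -0.57. Counts of CSF2RA, which the annotation also lists on chromosome Y, and of MAGEA3 and TUBB4A, which have paralogs, leave out fragments that align to several places.

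**Figure D2:**
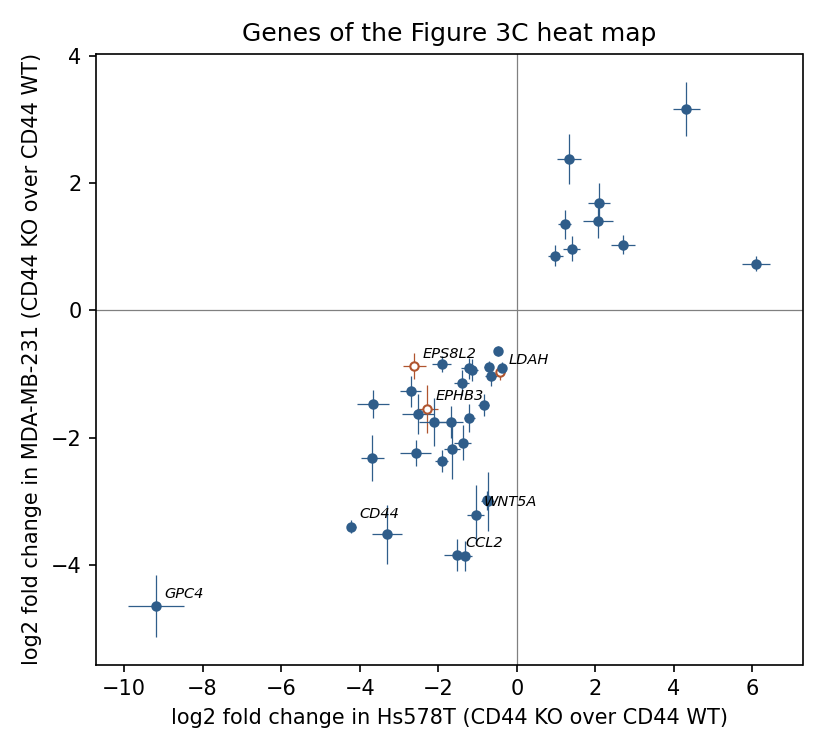
Log2 fold change of CD44 KO over CD44 WT for the 40 genes of Figure 3C in Hs578T (x axis) and MDA-MB-231 (y axis), with standard errors as bars. Filled points are the 37 genes past the threshold in both lines and open points the other 3, and all genes lie in the lower left or upper right quadrant.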

Gene ontology (GO) analysis was then performed to identify gene sets that were enriched in the CD44 WT compared to the CD44 KO cells. 

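A family of cell adhesion genes was fixed by gene symbol (cadherins, integrins, claudins, selectins and related families, with CD44) in place of gene ontology terms. Of its 131 genes tested, 4 were among the 43 genes lower in CD44 KO in both lines, against 0.356 by chance (one-sided Fisher's exact test, p = 4.30e-04). These were CD44, CDH11, ITGB1BP1 and SLITRK1. CDH11 (ENSG00000140937.13, chromosome 16, 64943753 to 65126112) went from 152 ± 54.1 to 58.3 ± 9.23 CPM in Hs578T and from 17.5 ± 2.22 to 4.22 ± 0.888 CPM in MDA-MB-231 (CD44 WT to CD44 KO, SD, n = 3 each). Its log2 fold changes were -1.38 (standard error 0.208, adjusted p = 3.45e-04, edgeR) and -2.08 (standard error 0.278, adjusted p = 2.20e-04). SLITRK1 fell from 1.66 ± 0.358 to 0.256 ± 0.176 CPM in Hs578T and from 16.4 ± 2.33 to 3.43 ± 0.287 CPM in MDA-MB-231 (SD, n = 3 each). ITGB1BP1 is an integrin-binding protein matched by its name stem and lies in the lowered end of chromosome 2p. None of the family's genes was higher in CD44 KO in both lines. Over the whole family, limma's camera gave a shift to higher counts in Hs578T CD44 KO (median log2 fold change 0.09, 74 genes higher and 54 lower, adjusted p = 0.125 over 14 set tests, unadjusted 0.0269) and no shift past 0.05 in MDA-MB-231 (median 0, mean -0.21, unadjusted 0.713). The unadjusted Hs578T value was 0.330 with an estimated correlation between genes, 0.222 without Hs578T CD44 WT replicate 3 and 0.0693 without Hs578T CD44 KO replicate 2.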

As shown in Figure 3D, the regulation of cell adhesion was one of the major pathways altered in CD44 KO breast cancer cells, confirming other studies that have linked CD44 with cell adhesion [23,34]. This difference remained upon removal of CD44 from the list of differentially expressed genes (Figure S3C). Furthermore, CD44 KO was also found to significantly decrease genes associated with cytokine expression. Thus, CD44 KO in breast cancer cells altered the expression of genes not only involved in cell adhesion but also cytokine activity.

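With CD44 left out of the adhesion family, 3 of the remaining 130 genes were lower in CD44 KO in both lines, against 0.353 by chance (one-sided Fisher's exact test, p = 0.00525). In each line alone, the family without CD44 held 10 of the 612 genes lower in Hs578T CD44 KO (same exact test, p = 0.0293) and 7 of the 419 genes lower in MDA-MB-231 CD44 KO (p = 0.0574). It also held 16 genes called higher in Hs578T CD44 KO and 6 called higher in MDA-MB-231 CD44 KO. As a set it had a median log2 fold change of 0.10 in Hs578T CD44 KO, with 74 genes higher and 53 lower (limma's camera, preset correlation between genes of 0.01, adjusted p = 0.0211 over 10 tests of the other lists, unadjusted 0.00235). With an estimated correlation of 0.0763 the unadjusted value was 0.199, so that a shift to higher counts does not hold.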

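A family of cytokine genes was fixed by gene symbol in the same way, covering chemokines, interleukins, colony-stimulating factors, interferons and the ligands of the TNF, TGF-beta, BMP and WNT families. Of its 70 genes tested, 4 were lower in CD44 KO in both lines, BMP4, CCL2, INHBB and WNT5A, against 0.190 by chance (one-sided Fisher's exact test, p = 3.79e-05). None was higher in both lines. Among the genes lower in 1 line, the family held 12 in Hs578T (same exact test, p = 1.36e-05) and 7 in MDA-MB-231 (p = 0.00247). CCL2 (ENSG00000108691.9, chromosome 17, 34255218 to 34257203) went from 5.39 ± 1.15 to 1.83 ± 0.463 CPM in Hs578T and from 51.5 ± 17.8 to 3.65 ± 0.695 CPM in MDA-MB-231 (CD44 WT to CD44 KO, SD, n = 3 each). Its log2 fold change was -1.53 in Hs578T (standard error 0.312, adjusted p = 0.00371, edgeR) and -3.85 in MDA-MB-231 (standard error 0.257, adjusted p = 2.54e-07). The Hs578T call for CCL2 was lost in 4 of the 12 fits that each left out 1 library, with adjusted p up to 0.0234, these being the fits without CD44 WT replicate 1, CD44 WT replicate 2, CD44 KO replicate 1 or CD44 KO replicate 3 of that line. WNT5A lost its Hs578T call without any of the Hs578T libraries but CD44 WT replicate 3 (adjusted p up to 0.0299). In MDA-MB-231, INHBB lost its call without any of the libraries of that line but CD44 WT replicate 1 (adjusted p up to 0.0213), and BMP4 without CD44 KO replicate 2 or CD44 KO replicate 3 (adjusted p up to 0.0195). BMP4 had log2 fold changes of -1.22 and -0.91, INHBB of -2.71 and -1.27, and WNT5A of -1.05 and -3.21, in Hs578T and MDA-MB-231 respectively. Without CCL2, the p for genes lower in both lines was 8.62e-04. With the TGF-beta, BMP and WNT ligands left out, CCL2 alone remained among the genes lower in both lines (exact test, p = 0.108). Of the 42 genes then tested, 7 were lower in Hs578T (same exact test, p = 0.00103) and 3 in MDA-MB-231 (p = 0.0992).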

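As a set, the 70 cytokine genes shifted to lower counts in Hs578T CD44 KO, with a median log2 fold change of -0.27, 42 genes lower and 26 higher (limma's camera, preset correlation between genes of 0.01, adjusted p = 0.0366, unadjusted 0.00523). In MDA-MB-231 the median was -0.04, with 38 genes lower and 26 higher (adjusted p = 0.425, unadjusted 0.207). With an estimated correlation the unadjusted Hs578T value was 0.204, so that the call does not hold. Whether the families' shifts differ between the lines was not tested. From the enrichment of gene sets in CD44 WT over CD44 KO cells in Figure 3D, the paper concludes that loss of CD44 altered genes of cell adhesion and of cytokine activity.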

### 2.3. CD44 Knockout or Hyaluronan Depletion from Breast Cancer Cells Decreases Tumor Cell Production of Inflammatory Cytokines

Due to the association between HA-CD44 interactions, we investigated CD44 as a novel regulator of inflammatory cytokines within breast cancer cells. Studies were initially performed to validate RNA sequencing results using an inflammatory cytokine array. Inflammatory cytokine arrays were used as a screening tool to detect changes within tumor cell conditioned media collected from CD44 WT and KO Hs578T and MDA-MB-231 cells. As shown in Figure 4A (Figure S14), CD44 KO globally affected the expression of key pro-inflammatory cytokines produced by breast cancer cells. Specifically, CCL2 production was impacted by the loss of CD44 in both the Hs578T and MDA-MB-231 cells, which is relevant to breast cancer, as CCL2 has been shown to recruit monocytes into the primary tumor and promote metastasis [35,36,37,38]. Therefore, a decrease in CCL2 production upon CD44 deletion was validated via an ELISA (Figure 4B). Further studies were performed to investigate whether CCL2 was subsequently affected when HA synthesis was inhibited. Tumor cell HA synthesis was inhibited in WT Hs578T and MDA-MB-231 cells in vitro, via treatment with 600 µM [39,40] 4-methylumbelliferone (4MU) for 24 h. Conditioned medium was collected from cells and a decrease in HA production was confirmed using an HA ELISA. As was observed by limiting CD44 expression, 4MU-mediated decreases in HA synthesis caused a significant decrease in CCL2 production in both TNBC cell lines (Figure 4C,D). While inconsistent between cell lines via cytokine array analysis, IL-8 production decreased within Hs578T CD44 KO cells. Because IL-8 has a known role in angiogenesis and cancer-associated inflammation [41,42,43], the importance of IL-8 in HA-CD44 signaling was investigated further within this cell line. Interestingly, 4MU-mediated decreases in HA synthesis also caused a significant decrease in IL-8 production in Hs578T cells (Figure S3A,B).

### 2.4. CD44 Deletion in Breast Cancer Cells Delays Early Tumor Formation

Further studies were performed to determine the effects of CD44 deletion on tumor cell survival in vitro and tumor growth in vivo. To test cell survival in vitro, CD44 WT and KO cells were plated in a 96-well plate and an MTT assay was performed at 24, 48, and 72 h. Absorbances for CD44 KO cells were compared to their parent cell lines. CD44 KO had little effect on cell survival in both breast cancer cell lines (Figure S4A). Next, studies were performed to determine whether CD44 had an impact on tumor cell growth rates in vivo. Therefore, Hs578T and MDA-MB-231 cells with and without CD44 were injected into the mammary fat pads of athymic nude mice. As shown in Figure S4B, CD44 did not affect survival based on tumor burden in Hs578T or MDA-MB-231 models, although onset was delayed within the Hs578T model. These findings demonstrate that there were not significant impacts of CD44 deletion on tumor cell growth and survival, in vitro or in vivo.

While time to tumor endpoint (2 cm^3^) was unaffected by CD44 KO in vivo, we found that Hs578T cells took a significantly longer amount of time to form palpable tumors (Figure 5A), consistent with delayed onset noted in the overall survival based on tumor burden (Figure S4B). We investigated this phenomenon further, since early tumor growth following injection was not impacted by CD44 expression in the MDA-MB-231 mouse model (Figure S4C). To accomplish this, Hs578T cells with and without CD44 were injected into the mammary fat pad of athymic nude mice for analysis at an earlier timepoint. After four weeks (when CD44 WT cells formed palpable tumors), mice were sacrificed, and mammary glands were collected for histology. Glands were embedded in paraffin, sectioned, and stained using H&E and immunofluorescence to detect HA (HABP), nuclei (DAPI), and macrophages (F4/80). As shown in Figure 5B, Hs578T CD44 WT tumors were associated with an invasive front that was found to infiltrate the adjacent mammary fat pad. In contrast, the Hs578T CD44 KO tumors were smaller and encapsulated within a dense HA matrix (which was not present in the CD44 WT tumors). Furthermore, in vivo findings were supported by an in vitro model of migration, where a scratch was created in tumor cell monolayers and wound closure was measured at 6, 12, and 24 h. Hs578T CD44 KO cells showed a significant decrease in cell migration, as shown in Figure 5C. Additionally, CD44 KO led to an increase in HA production within the Hs578T cells, consistent with the increased HA matrix observed in vivo, suggesting a feedback mechanism between CD44 and its ligand (Figure 5D). Therefore, in vitro findings were consistent with the fact that Hs578T CD44 KO cells generated smaller tumors in vivo, lacking an invasive front and encapsulated by a dense HA matrix.

While Hs578T cells were derived from a primary tumor, the MDA-MB-231 cell line was derived from a distant, metastatic site [44]. Therefore, we hypothesized that loss of CD44 expression may impact metastatic lesion formation in vivo. To test this, CD44 WT and KO cells were injected into the tail vein of athymic nude mice. Seven weeks post injection, mice were sacrificed and lungs were collected for histology. As shown in Figure S5, loss of CD44 in MDA-MB-231 cells led to a decrease in the total number of lung lesions (Figure S4A,C), as well as the percent area colonized by tumor cells (Figure S4B). These findings are consistent with a previously published study [34] and confirm the importance for CD44 in promoting tumor progression in vivo. Thus, CD44 KO within MDA-MB-231 cells decreased tumor cell colonization within the lungs.

### 2.5. CD44 Deletion in Hs578T Tumors Decreases the Number of Infiltrating CD206+ Macrophages

Because CCL2 (a known monocyte/macrophage chemokine) was reduced in CD44 KO cells, we sought to determine whether infiltrating macrophages differed between early tumors derived from CD44 WT and CD44 KO Hs578T cells. As illustrated by Figure 6A, there was no impact on the number of infiltrating F4/80+ cells; however, there was a reduction in CD206+ macrophages within the TME (Figure 6B). Thus, our results suggest that CD44 signaling within tumor cells impacts the phenotype of infiltrating tumor-associated macrophages (TAMs), potentially by altering pro-inflammatory mediators.

### 2.6. Increased HAS2 Gene Expression is Associated with Inflammatory and Stromal Biology Gene Signatures in Human Cases of Breast Cancer

Our findings thus far suggest that the HA-CD44 axis directly impacts the formation of an inflammatory microenvironment. To determine whether *HAS2* expression is related to inflammation within human breast cancer samples, we examined the expression levels of inflammatory and other stromal-related genes in a cohort (*n* = 94) of human breast cancer samples (Figure S7), using a custom 356 gene codeset on the NanoString nCounter platform (Figure S6). We examined the normalized, log2-transformed expression of *HAS2* and binned cases by its expression level being greater or less than 1 standard deviation away from the mean (Figure S8). This resulted in 15 *HAS2*-high and 15 *HAS2*-low cases respectively, with the remaining 64 cases classified as intermediate. Differential gene expression testing comparing *HAS2*-high vs. *HAS2*-low tumor samples was performed, and we identified 123 genes with significantly altered levels (Supplementary Materials File S1). We noted that clinicopathologic variables such as ER status, Nottingham grade, and PAM50 molecular subtype were heterogeneously distributed across the cohort, ordered by *HAS2* expression (Figure 7A). Importantly, we observed significant enrichment of a focused inflammatory signaling gene signature in the cases, with all enriched genes demonstrating upregulation in the *HAS2*-high cases (Figure 7A,B). Similarly, the differential expression of a larger signature encompassing genes involved in stromal remodeling and other stromal biologic processes in addition to inflammatory signaling was also significantly enriched in the *HAS2*-high cases (Figure 7B and Figure S3). Gene ontology enrichment testing showed significant overlap for inflammatory and stromal biologic processes among the genes upregulated in the *HAS2*-high group (Supplementary Materials File S1). Specifically, we noted higher levels of stromal related genes involved in collagen production (*COL1A1* and *COL6A1–3*) and matrix remodeling (*CMA1*), among others (Figure 7C and Figure S9). Furthermore, the analysis of genes with well-established roles in inflammation demonstrated significantly higher expression levels in the *HAS2*-high samples. These include *IL6*, *IL1B, CXCL2*, *CXCL8/IL-8* and *CD68* (a macrophage marker). Because *CCL2* was not included on the focused Nanostring gene codeset, we were not able to directly assess its differential expression in these cases. However, these results clearly demonstrate an association between *HAS2* and inflammatory genes, consistent with the in vitro findings (Figure 3). Additionally, *HAS2*-high samples had an increased expression of genes known to promote cancer, including *KIT, STAT5A*, and *MYC*. Overall, these findings confirm the association between elevated *HAS2* expression and an inflammatory microenvironment in human breast cancer samples, representative of all molecular subtypes.

## 3. Discussion

Clinical studies have shown that chronic inflammation is a catalyst for cancer progression and thought to contribute to approximately 25% of all human malignancies [45]. As the important relationship between cancer cells and their microenvironment becomes increasingly evident, we sought to investigate CD44 as a regulator of inflammatory cytokines within TNBC, through interactions with its ligand, hyaluronan (HA), and subsequent effects on the TME.

Our results demonstrate that breast cancer cells synthesize and fragment HA and express CD44 on the cell surface. Additionally, our findings suggest that HA-CD44 interactions promote cancer-associated inflammation and contribute to early tumor formation. Importantly, our in vitro and in vivo results in a murine model were supported by data from human breast cancer cases, where increased *HAS2* expression is significantly correlated with an inflammatory gene signature. These findings support previous reports, suggesting that high levels of HA within the tumor serve as a poor prognostic indicator, not only in breast cancer [6], but also in ovarian [46], prostate [14], colon [47], and gastric cancers [48], and lung adenocarcinomas [17,49]. Therefore, our results emphasize that HA-CD44 interactions potentially have broad applications across multiple cancers.

Consistent with the literature, HA was deposited throughout primary tumors derived from Hs578T and MDA-MB-231 cells (Figure 2D). Therefore, we aimed to characterize HA machinery within these cells, to determine whether tumor cells contribute to stromal HA accumulation. Based on previous findings [25,26], we confirmed that both Hs578T and MDA-MB-231 cells synthesized HA (Figure 2A), suggesting that these tumor cells contribute to HA deposition within the TME. Additionally, HA accumulation was present within tumor nests in murine mammary tumors. Interestingly, we also noticed that in vivo HA deposition was heterogenous. These findings raise unique questions regarding the importance of HA-rich vs. HA-absent regions and how they affect surrounding malignant and infiltrating immune cells for further investigation.

While HA staining via immunofluorescence allows for the visualization of HA within cells, this technique does not allow for the identification of HA fragmentation. Therefore, we adapted a protocol by Cowman and colleagues [50], to isolate HA from conditioned medium and separate HA fragments via gel electrophoresis. To our knowledge, this is the first time anyone visualized the unique banding patterns of hyaluronan produced by two TNBC cell lines. Importantly, the Hs578T and MDA-MB-231 cells produced both fragments of both high and low molecular mass (Figure 2B). Understanding the biological function of HA fragmentation is critical, as there is current interest in utilizing pegylated hyaluronidase (PEGPH20) to abolish the HA capsule surrounding a tumor and improve drug delivery in cancer patients. Recently, a Phase III clinical trial (NCT02715804) was performed using PEGPH20, in combination with first-line chemotherapeutics to treat patients with HA-high stage IV pancreatic adenocarcinoma [51]. Unfortunately, this study was terminated, as PEGPH20 did not improve response rate or overall survival. Further studies are needed to better understand mechanisms of toxicity surrounding PEGPH20 treatment, and to identify those patients who might respond to hyaluronidase therapy.

Additionally, it is crucial to understand how malignant cells within the tumor might sense the presence of HA within the TME. Along with being a primary HA receptor, CD44 is also highly expressed on breast carcinoma cells [21], suggesting that this transmembrane signaling protein is involved in the crosstalk between tumor cells and their surrounding environment. Upon the deletion of CD44 in breast cancer cells, we found decreased expression of genes involved in adhesion and cytokine activity (Figure 3). While the role of CD44 in adhesion is well documented [21,34,52,53], its role in cytokine synthesis and regulation is not as well-characterized. Therefore, we further validated the changes in inflammatory gene expression at the protein level using an inflammatory cytokine array (Figure 4). Furthermore, as was observed by limiting CD44 expression, 4MU-mediated knockdown of HA synthesis caused a significant decrease in CCL2 production in both TNBC cell lines, as well as IL-8 within the Hs578T cell line. Because CCL2 and IL-8 chemokines have known roles in angiogenesis and cancer-associated inflammation [36,41,42,43,54], HA-CD44 signaling has important implications within human cases of TNBC. In addition, our findings agree with Karalis et al. [55], where HA depletion (using 4MU) within breast cancer cells resulted in a decrease in cytokine synthesis (MMPs, IL-6, IL-8). Interestingly, this group also discovered that CD44 expression decreased upon HA depletion in vitro, suggesting a unique feedback loop between HA-CD44 signaling and inflammatory cytokine production.

Because others have demonstrated that CD44 can modulate the signaling pathways associated with the regulation of inflammatory factors (such as STAT3, PI3K-Akt, MAPK/ERK pathways) [22], we aimed to assess changes in canonical inflammatory signaling pathways within our CD44 KO cells via immunoblot analysis. However, we did not observe significant changes in the activation of known inflammatory signaling pathways examined between CD44 WT and KO cells, including Src, ERK, NF-κB (p65, p105, IκBα), p38, and STATs 1,3, and 5. These findings could be due to a number of reasons, including alternative and non-canonical mechanisms regulating the pathways that may be impacted. For example, both CD44 and RHAMM have been shown to alter the duration of downstream ERK signaling [5,56], which may not be readily observable, by assessing steady state levels of activation via immunoblot analysis. In addition, CD44 can be post-translationally modified via proteolytic cleavage, releasing extracellular and intracellular domain fragments [57]. The intracellular domain (ICD) fragment migrates to the nucleus and acts as a transcription factor for various genes, including MMP9 [21,58] (known to cleave CD44) and CD44 itself [58]. Thus, this mechanism could also explain how a transmembrane receptor lacking kinase activity is able to alter gene expression. Further studies are required to fully understand the mechanism through which the HA-CD44 axis modulates inflammatory cytokine expression.

In breast cancer, the “reactive” TME is maintained by pro-inflammatory cytokines secreted both by tumor cells and their surrounding stroma. Our results suggest that tumor cells responding to HA through CD44 help maintain a chronic inflammatory state by regulating cytokine synthesis. This finding is important, since cytokine signaling leads to the recruitment and activation of a myriad of immune cells within the TME. Notably, production of the chemokine CCL2 within breast cancer cells was significantly decreased in conditions where either CD44 was deleted or HA was depleted (Figure 4). CCL2 is relevant as it has been shown to recruit monocytes into the primary tumor, where they can differentiate into tumor-associated macrophages (TAMs) [54,59]. These infiltrating immune cells have been linked with decreased overall survival in breast cancer patients, promoting primary tumor growth and metastatic dissemination [60]. Thus, the inhibition of HA-CD44 signaling associated with inflammation may disrupt macrophage infiltration and improve survival in breast cancer patients.

More specifically, we noticed a dramatic reduction in early tumor formation using the Hs578T orthotopic transplant model when CD44 was deleted from cancer cells. Furthermore, this finding was accompanied by a decrease in CD206+ macrophages within the TME (Figure 6). CD206+ positive macrophages are typically associated with tumor promoting functions including the promotion of angiogenesis, stromal remodeling and other tumorigenic functions [61,62,63]. These results support a model in which HA-CD44 associated inflammation and macrophage infiltration may, in part, be responsible for early tumor formation. However, future studies are required to determine whether CD206+ macrophages impact stromal modulation and/or vessel formation in early tumor formation.

Additionally, in vitro experiments demonstrated that Hs578T cells lacking CD44 exhibited impaired wound closure and increased HA production (Figure 5C,D), factors that may also contribute to the delay in tumor formation. Recent reports [64,65] suggest that CD44 is able to bind and internalize HA, which would explain why HA production appears to be increased when CD44 is deleted within Hs578T cells. However, since HA can be tumor preventing or promoting, further studies are needed to determine whether HA being produced by the CD44 KO cells may have tumor suppressive properties.

It is also important to note that we did not see an effect on early tumor formation within the MDA-MB-231 orthotopic transplant model when CD44 was deleted from the cancer cells. This finding may be due to intrinsic differences between the two breast cancer cell lines. While Hs578T cells are derived from a primary tumor, the MDA-MB-231 cell line is derived from a distant, metastatic site [44]. Because the MDA-MB-231 cells may be too aggressive to model early tumor formation in breast cancer, we investigated whether CD44 expression impacted metastatic lesion formation in vivo using a tail vein injection model [66,67]. Through this work, we discovered that mice receiving CD44 KO MDA-MB-231 cells had a significant reduction in lung colonization when compared to CD44 WT controls. This could be due to a number of factors, including decreased CCL2 signaling (limiting metastatic nice formation) [68,69,70], along with changes in tumor cell adhesion [34].

Due to the growing body of literature utilizing CD44 as a marker of cancer cell stemness [71,72,73,74], we were somewhat surprised to find that time to tumor endpoint (2 cm^3^) in vivo did not differ between CD44 WT and KO conditions in either breast cancer cell line. These differences could be due to a number of factors. Because CD44 is often used as a marker of cancer stem cells, findings are often correlative rather than functional. Interestingly, HAS2 knockdown within cancer stem-like (CD44^+^/CD24^−^) MDA-MB-231 BoM cells has been shown to reduce both the number and growth of metastatic lesions in vivo [75]. This finding might suggest a role for additional HA receptors in maintaining cancer stem cell populations. Overall, our data support others [34], in which CD44 contributes to TNBC aggressiveness through adhesion and cytokine synthesis.

Finally, we found a correlation between increased *HAS2* gene expression and a pro-tumorigenic inflammatory gene signature in primary human breast cancer samples (Figure 7). Our findings agree with two independent reports [41,76], in which inflammatory gene signatures were discovered within TNBC patients. Together, these findings suggest that the HA-CD44 axis may directly drive the expression of this inflammatory gene signature identified within triple negative cases. Gene ontology also revealed that *HAS2*-high samples demonstrated differential expression of stromal-associated genes, including genes involved in collagen production (*COL1A1* and *COL6A1-3*) and matrix remodeling (*CMA1*), among others. This correlation is intriguing, as it might imply that the deposition of various matrices is heavily dependent on one another in human cancers.

Ultimately, our findings suggest that *HAS2* expression supports a chronic inflammatory state within human breast cancer, which has been shown to foster tumor progression. These results also explain, in part, why *HAS2* expression is linked to poor patient survival in breast cancer patients [8].

## 4. Materials and Methods

### 4.1. Cell Culture

MCF-10A (ATCC^®^ CRL-10317™), Hs578T (ATCC^®^ HTB-126™), MDA-MB-231 (ATCC^®^ HTB-26™), and HEK 293T (ATCC^®^ CRL-3216™) cells were purchased from ATCC (Manassas, VA, USA) and cultured per ATCC recommendations.

### 4.2. Mice

Athymic nude mice (*Foxn1*) were purchased from the Jackson Laboratory (Manassas, VA, USA). All experiments were performed using 6–8-weeks-old female mice, housed in specific pathogen-free facilities. All animal care and procedures were approved by the Institutional Animal Care and Use Committee of the University of Minnesota (Approval #1909-37381A) and were in accordance with the procedures detailed in the Guide for the Care and Use of Laboratory Animals [77].

### 4.3. Nanostring Analysis of Human Breast Cancer Samples

Tissue specimens were obtained following the approval of the University of Minnesota Institutional Review Board (Approval #1409E53504). A retrospective review of surgically-resected female breast cancer cases in a 30-month window between 2011–2013 was performed to select potentially eligible samples. Samples were selected from sequential cases in the pathology record up to pre-determined quotas of hormone receptor subtypes as follows: 50% ER+, 30% HER2+, and 20% triple negative breast cancer. Histologic slides were reviewed by a pathologist to ensure a minimum of 20% tumor cellularity on tissue sections submitted for analysis. De-identified clinicopathologic disease features were recorded from the pathology record, in accordance with the IRB-approved protocol. Formalin-fixed paraffin embedded tissue was extracted with Qiagen FFPE RNeasy reagents (Qiagen, Germantown, MD, USA), following the manufacturer’s protocols. Nanostring gene expression analysis was performed by the University of Minnesota Genomics Core using a custom designed 356 gene codeset (Supplementary Materials File S1). Overall, 120 primary breast cancer samples had sufficient cellularity and RNA yield for subsequent Nanostring gene expression analysis; the average age of this cohort was 58 (range 30–97). In addition, 35 breast cancer cell lines (obtained through ATCC) were also analyzed. Data quality control analysis was completed in R (v 3.4.4), using the NanoStringQCPro (version 1.10.0) package, which excluded 26 patient samples due to low gene detection (i.e., missing >20% of genes surveyed by the codeset). The final patient cohort was therefore comprised of 94 samples, and patient characteristics are described in Figure S7. Differential gene expression (DE) testing was completed in R with the NanoStringDiff (v 1.9.2) package, using a generalized linear model of the negative binomial family. Tumor samples were categorized according to *HAS2* gene expression (high, intermediate, or low), where intermediate samples had expression values within +/−1 stdev from the mean. A model comparing *HAS2*-high vs. *HAS2*-low samples was tested and significant DE genes were identified (absolute value log2-fold change ≥0.5 and Benjamini and Hochberg adjusted *p*-value < 0.05). Gene ontology over-representation analysis was performed in R using the enrichGO function from the clusterProfiler (version 3.14.0) package, where significant (*q* < 0.05) terms from the CC, BF, and MF groups were identified. General over-representation analysis (one-sided Fisher’s Exact test) was performed using the enricher function in clusterProfiler, where significant DE gene lists (up, down, or all) from the *HAS2*-high vs. *HAS2*-low comparison were tested for enrichment of our custom genesets (Stromal Biology or Inflammatory Signaling, listed in Supplementary Materials File S1). Significant enrichment was considered for tests with *q* < 0.05.

### 4.4. CD44 Knockout vis CRISPR/Cas9

Using methods provided by Church and colleagues [78], gRNA was designed to target exons 1 and 5 of the human CD44 sequence adjacent to an NGG PAM sequence.

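Both guide sequences were located in GRCh38, each with 1 exact match followed by an NGG PAM. The guide for exon 1, GGCACTCACCGATCTGCGCC, matches the minus strand of chromosome 11 from 35139360 to 35139379 with the PAM AGG. It spans the end of exon 1 of the reference CD44 transcript (ENST00000428726.8, 18 exons), which runs from 35139171 to 35139370, and its predicted cut lies after base 35139362, inside the exon. The guide for exon 5, GTCTGTGCTGTCGGTGATCC, matches the minus strand from 35190030 to 35190049, also with AGG, inside exon 5, which runs from 35189835 to 35190065. Its predicted cut lies after base 35190032. No other NGG site in the genome differed from either guide at 1 or 2 positions. At 3 positions there were 0 sites for the exon 1 guide and 10 for the exon 5 guide, and at 4 positions 61 and 96 sites.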

#### 4.4.1. Target Sequence Design (5′ to 3′)

CD44 Exon 1 Forward (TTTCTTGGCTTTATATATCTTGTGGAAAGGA CGAAACACC GGCAC TCACC GATCT GCGCC); CD44 Exon 1 Reverse (GACTAGCCTTATTTTAACTTGCTATTTCT AGCTCTAAAAC GGCGC AGATC GGTGA GTGCC); CD44 Exon 5 Forward (TTTCTTGGCTTTATATATCTTGTGGA AAGGACGAAACACC GTCTG TGCTG TCGGT GATCC); CD44 Exon 5 Reverse (GACTAGCCTTATTTTAACTTGCT ATTTCTAGCTCTAAAAC GGATC ACCGA CAGCA CAGAC).

#### 4.4.2. gRNA Cloning Vector

The gRNA_Cloning Vector was a gift from George Church (Addgene plasmid #41824; http://n2t.net/addgene:41824; RRID:Addgene_41824).

#### 4.4.3. Cas9 Plasmid and Lentivirus Generation

The pCW-Cas9 was a gift from Eric Lander and David Sabatini (Addgene plasmid #50661; http://n2t.net/addgene:50661; RRID:Addgene_50661). The doxycycline-inducible, puromycin resistant Cas9 lentivirus was generated using 293T cells.

#### 4.4.4. Cas9 Transduction

Cells were plated into one well of a 6-well plate (200,000 cells/well), and incubated overnight. Cells were transduced with 30 µL concentrated Cas9 lentivirus particles and selected after 48 h, via treatment with 5 µg/mL puromycin over 96 h. Cas9 induction was confirmed via western blot (Cas9 Mouse mAb at 1:1000, CST #14697S, Cell Signaling Technology, Danvers, MA, USA), following 1 µg/mL doxycycline treatment.

#### 4.4.5. CD44 Knockout

Cells were each plated into 6 cm dishes at 1E6 cells per plate, using 1 µg/mL puromycin to maintain selective pressure. The next day, experimental plates were transfected with 2 µg Exon 1 gRNA and 2 µg Exon 5 gRNA per plate in X-tremeGENE^™^ HP DNA Transfection Reagent (Roche, Mannheim, Germany), while control plates were treated with transfection reagent only. Twenty-four hours later, Cas9 was induced via 1 µg/mL doxycycline treatment. Following a 24-h incubation, gRNA transfection was repeated, and cells were incubated overnight. CD44 knockout and control cells were sorted for live cells (Fixable Viability Dye eFluor 780 at 1:1000, eBioscience^™^, San Diego, CA, USA), CD29+ (PE anti-human CD29 Antibody at 1:1000, Biolegend #303003, San Diego CA, USA), and CD44 (APC CD44 Monoclonal Antibody (IM7) at 1:1000, eBioscience™ #17-0441-81, San Diego, CA, USA), using a BD FACSAria II, at the University Flow Cytometry Resource of the University of Minnesota.

### 4.5. RNA Extraction and Sequencing

Cells were plated into a 6-well plate at 500,000 cells/well in complete medium. The next day, cells were starved in 1% serum for 24 h. RNA was extracted using the RNeasy Mini Kit (Qiagen #74104, Germantown, MD, USA) per manufacturer’s instructions, and RNA was quantified using UV spectroscopy. Triplicate RNA samples were submitted to the University of Minnesota’s Genomics Core for Illumina Sequencing. Twelve dual-indexed Illumina TruSeq stranded mRNA libraries were pooled for sequencing on 1 lane of a HiSeq 2500, using v4 chemistry to generate 2 × 50 bp paired-end reads.

#### RNA-Seq Differential Gene Expression and Pathway Analysis

Fastq files were mapped to the GRCh38 human reference genome using HiSat2 (version 2.1.0) [79]. Counts were estimated using the Subread featureCounts (version 1.6.2) tool [80], using the gencode.v28.GRCh38.annotation.gtf annotation [81]. 

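Of the genes with more than 1 CPM in at least 2 of the 12 libraries, 15836 have an exonic length of at least 300 nt and 94 are shorter. The longer genes were kept, because a limit to shorter genes would leave out CD44 and CCL2, whose exonic lengths are 10004 nt and 1986 nt.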

Count data were filtered to only keep genes that were less than 300 nt in length and had a cpm (counts per million) value greater than 1 cpm in at least 2 sample replicates, across all experimental conditions. The quasi-likelihood test was used to evaluate differential expression (DE) with edgeR (version 3.22.5) [82,83]. The Benjamini–Hochberg method was used to adjust *p*-values for multiple hypothesis testing and an adjusted *p*-value ≤ 0.01, with a log2 fold change > 0 was used as a DE significance threshold. For gene ontology (GO) pathway analysis, we used the R package clusterProfiler (version 3.8.1) [84,85].

### 4.6. Inflammatory Cytokine Array

Cells were plated in a 6-well plate (500,000 cells/well) overnight in complete medium. Cells were starved in 1% serum for 24 h and conditioned media were collected for analysis by R&D Systems™ Proteome Profiler Human Cytokine Array Kit (#ARY005B), according to the manufacturer’s instructions.

### 4.7. ELISAs

Cells were plated in a 6-well plate (200,000 cells/well) overnight in complete medium. Cells were starved of serum for 24 h and conditioned media were collected for analysis by ELISA per manufacturer’s instructions. HA production was quantified using an HA ELISA (Echelon Biosciences #K-1200, Salt Lake City, UT, USA), CCL2 production was quantified using the human CCL2/MCP-1 Quantikine ELISA Kit (R&D Systems #DCP00, Minneapolis, MN, USA), and IL-8 production was quantified using the human CXCL8/IL-8 Quantikine ELISA Kit (R&D Systems #D8000C, Minneapolis, MN, USA).

### 4.8. Flow Cytometry

Approximately 1E6 cells suspended in 100 µL FACs buffer were aliquoted into a 96-well v-bottom plate and blocked on ice for 10 min. Single stains and experimental samples were resuspended in 100 µL antibody master mix (Invitrogen™ eBioscience™ Fixable Viability Dye eFluor™ 780 at 1:1000, Thermo Fisher Scientific #65-0865-14; FITC anti-mouse/human CD44 Antibody at 1:200, Biolegend #103021; Biotinylated HABP at 1:20, MilliporeSigma #385911, Burlington, MA, USA), while unstained controls were incubated in FACs buffer, for 1 h on ice protected from light. Cells were washed twice in FACs buffer and stained with Streptavidin PE (at 1:200, Biolegend #405204), for 30 min. Cells were washed and resuspended in 300 µL FACs buffer. Flow cytometry was performed on a BD LSR II and data were analyzed via FlowJo.

### 4.9. Molecular Mass Analysis of HA

Analysis of HA fragmentation via polyacrylamide gel electrophoresis was performed according to the protocol published by Cowman et al. (2011) [50], using concentrated cell culture conditioned medium.

### 4.10. MTT Assay

Hs578T and MDA-MB-231 cells were plated in complete medium, using a 96-well plate at 2.5E3 and 5E3 cells/well, respectively, for 6, 24, 48, and 72 h. Cells were treated with MTT reagent (Sigma-Aldrich #M2128, St. Louis, MO, USA), as per the manufacturer’s instructions.

### 4.11. Inhibition of HA Synthesis

HA was depleted from cultured cells using 4-Methylumbelliferone sodium salt (Sigma-Aldrich #M1508), dissolved in methanol. Cells were treated with 600 µM 4MU for 24 h and HA depletion was confirmed using an HA ELISA, as described above.

### 4.12. Scratch Assay

Hs578T and MDA-MB-231 CD44 WT and KO cells were plated in a 6-well plate using complete medium. Once cells reached confluency, a scratch was made using a p200 pipette tip, as previously described [86]. Images were taken at 0, 6, 12, and 24 h, and percent wound closure was calculated relative to the initial time point. Difference in wound closure between CD44 WT and KO cells was determined.

### 4.13. In Vivo Experiments

In the in vivo experiments, 2.5E6 cancer cells were resuspended in 50% Matrigel/PBS solution and orthotopically injected into the fourth mammary fat pad of athymic nude mice.

#### 4.13.1. Effects of CD44 on Animal Survival

Once palpable, tumors were calipered every other day, to determine growth rate and total tumor volume. Animals were humanely euthanized using CO_2_ once tumors reached endpoint (2 cm^3^). Tumors were excised for histologic analysis.

#### 4.13.2. Effects of CD44 on Early Tumor Formation

Four weeks following injection, animals were humanely euthanized, and mammary glands were harvested for histologic analysis.

#### 4.13.3. Effects of CD44 on Lung Colonization

Using methods previously described [66,87], 750,000 cells were resuspended in 200µL PBS (per animal) and injected into the tail vein of athymic nude mice. Mice were sacrificed at seven weeks and lungs were collected for histologic analysis.

### 4.14. Immunofluorescence

Tumors were fixed in 4% paraformaldehyde and paraffin embedded. When appropriate, control sections were treated with hyaluronidase (16 U/mL) for 30min, in a humidity chamber at 37 °C. Sections were then stained with either hematoxylin and eosin (H&E), F4/80 (#MCA497GA at 1:100, Biorad, Hercules, CA, USA) and CD206 (Abcam #ab64693 at 1:1000, Cambridge, UK) overnight at 4 °C, or biotinylated HABP (MilliporeSigma #385911 at 1:100), for 1 h at room temperature. Sections were incubated in the appropriate secondary antibodies for 1 h at room temperature in a humidity chamber: Streptavidin AF 488 conjugate (at 1:500, FisherScientific #S11223, Waltham, MA, USA), AF 594 (at 1:400, Invitrogen #A11007), and AF 488 (at 1:400, Fisher Scientific #A21206). Tissues were coverslipped with ProLong Gold Antifade DAPI (Invitrogen, #P36931).

### 4.15. Microscope Imaging

All images were acquired on a Leica DM400B microscope (Leica, Wetzlar, Germany), at either 20× or 40× objectives. Images were acquired using a Leica DFC310 FX camera (Leica, Wetzlar, Germany) and LAS V3.8 software. Five images of at least 3 representative tumors were analyzed.

### 4.16. Statistical Analysis

Statistical analysis was performed using Student’s unpaired, two-tailed *t*-test. Comparisons between multiple groups were performed using one-way ANOVA with Dunnett’s multiple comparisons test. Error bars represent standard error of the mean (SEM).

## 5. Conclusions

HA-CD44 interactions promote cancer-associated inflammation in triple negative breast cancer. Although further investigation is needed, the disruption of HA-binding and subsequent signaling through CD44 may be an exciting new approach for the treatment of triple negative breast cancer.

## Figures and Tables

**Figure 1:**
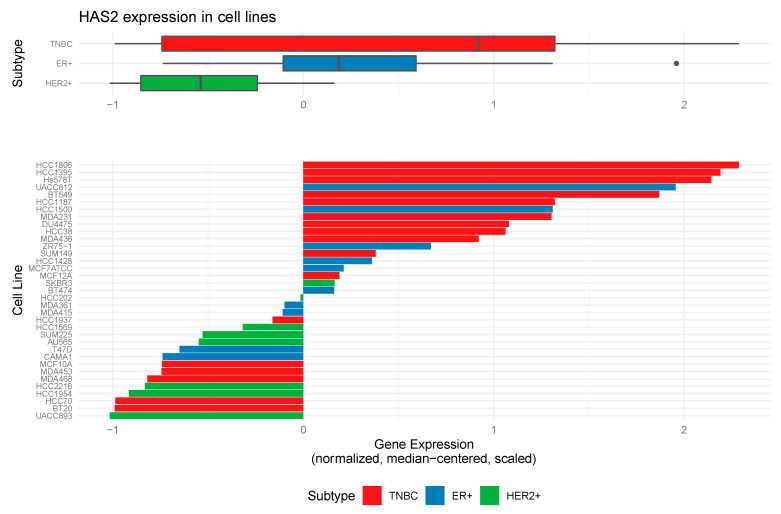
Hyaluronan synthase 2 expression (*HAS2*) in human breast cancer cell lines is associated with the triple negative breast cancer (TNBC) subtype. Analysis of *HAS2* transcript expression using the NanoString nCounter platform to assess gene expression levels within a panel of breast cancer cell lines that include estrogen receptor ER+, progesterone receptor PR+, human epidermal growth factor receptor 2 HER2+ and triple negative (TNBC) subtypes. Gene expression levels were compared between cell line subtypes using an analysis of variance (ANOVA) test using R software. The ANOVA indicated significant differences between groups (*p*-value = 0.0395), prompting pairwise significance testing using the Tukey HSD post-test. A significant difference in *HAS2* expression was found between TNBC vs. HER2+ subtypes (*p*-value = 0.0307702). Note, *HAS2* expression was elevated in 11/17 TNBC cell lines. Data are summarized in the horizontal box plots (median, first and third quartiles, and 1.5 * interquartile range values are displayed).

**Figure 2:**
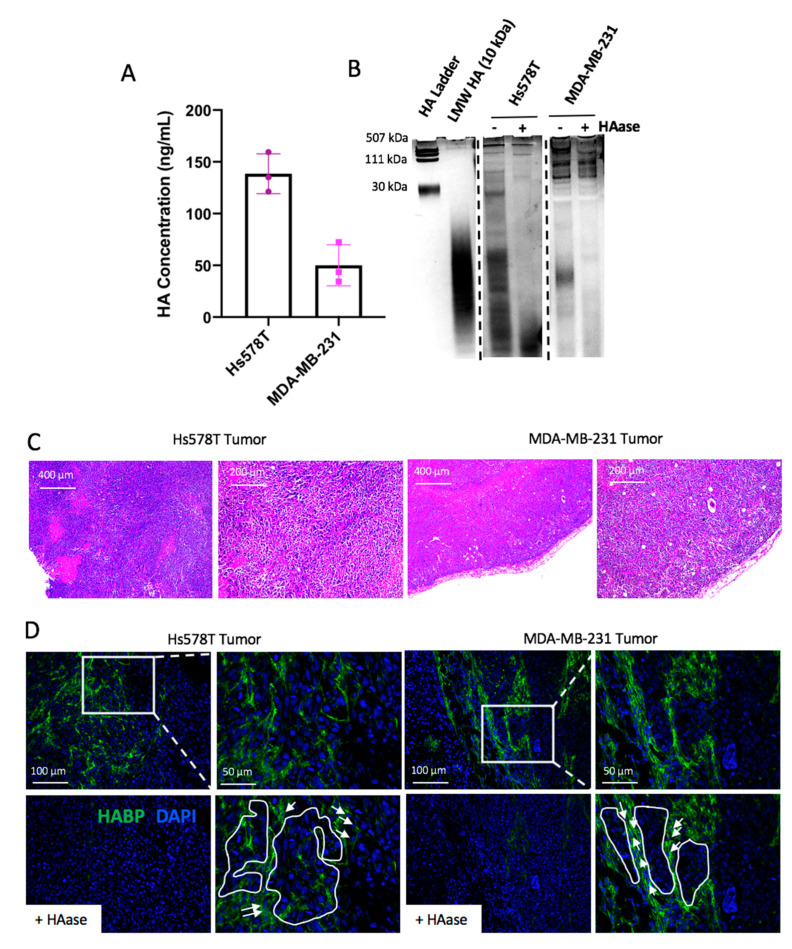
Hyaluronan synthesis and fragmentation in breast cancer cell lines. (**A**) HA production by Hs578T and MDA-MB-231 cell lines as determined by ELISA. Data points represent individual experiments. Error bars represent standard error of the mean. (**B**) HA fragmentation analysis via gel electrophoresis in Hs578T and MDA-MB-231 cell lines. HA was isolated from cell supernatants, protein was removed via proteinase K, and samples were precipitated using 100% ethanol. A portion of each sample was treated with hyaluronidase as a control to ensure degradation of HA fragments (+HAase). (**C**) Morphology (hematoxylin and eosin stain) of triple negative breast cancer xenografts in vivo. Representative 50× and 100× magnification images are shown. (**D**) Immunofluorescence microscopy for hyaluronic acid binding protein (HABP; green) and DAPI nuclear stain in the triple negative xenograft models. Inserts identify regions of heterogeneous HA staining, with both HA-high and HA-low/absent regions present within animal models of disease. Tumor nests surrounded by hyaluronan are outlined in white. White arrows call out interspersed stromal cells embedded in the HA-rich stroma surrounding the tumor nests, which are likely fibroblasts or monocyte/macrophages, based on the small, slightly elongated, and smoothly contoured nuclear morphology (specific stains to further elucidate were not performed). As a control, each section was treated with hyaluronidase prior to staining (+HAase). Each image was taken at 200× and 400× magnification. For large format 400× images depicting tumor nests and stromal cells, refer to Figure S1.

**Figure 3:**
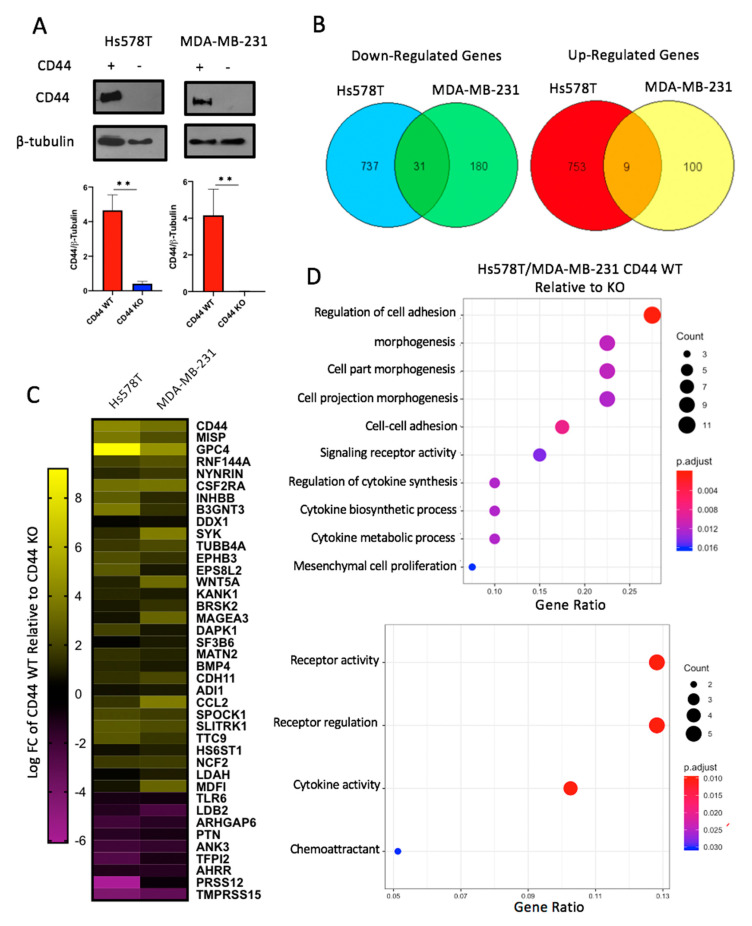
CD44 deletion in breast cancer cell lines decreases expression of genes involved in cellular adhesion and cytokine activity. (**A**) CD44 KO was confirmed via Western blot and compared to the loading control β-tubulin via densitometry. CD44 KO indicates that cells received gRNA targeting exons 1 and 5 of CD44. CD44 WT (CD29+/CD44+) and CD44 KO (CD29+/CD44−) cells were sorted and expanded in culture. (**B**) Venn diagram illustrating RNA sequencing results (submitted in triplicate). A total of 1530 and 320 genes were impacted by CD44 KO in the Hs578T cells and MDA-MB-231 cells, respectively. When comparing each of these data sets, 40 genes were differentially expressed in both Hs578T and MDA-MB-231 cells upon deletion of CD44. (**C**) Heat map demonstrating log fold change of differential gene expression in CD44 WT relative to CD44 KO Hs578T and MDA-MB-231 cells. (**D**) Gene ontology analysis identifying gene sets enriched in CD44 WT relative to CD44 KO Hs578T and MDA-MB-231 cells. Dot size represents the number of genes enriched within that pathway, while color represents an adjusted *p*-value.

**Figure 4:**
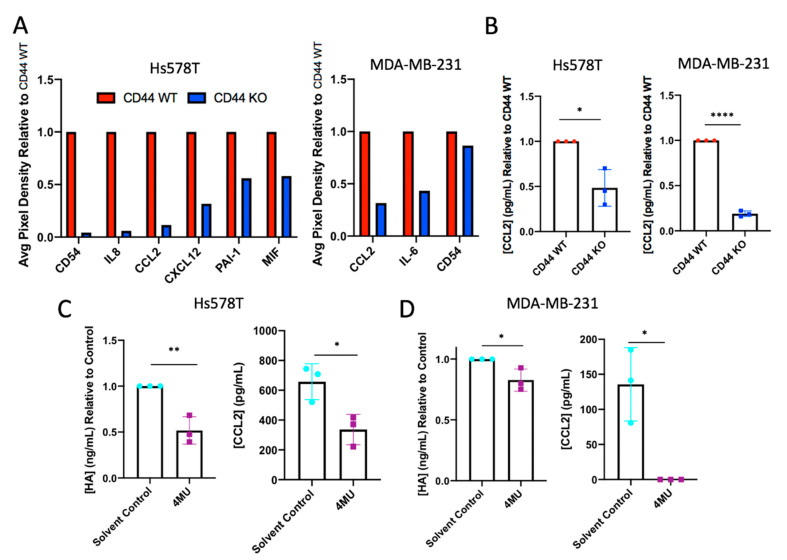
CD44 knockout and hyaluronan depletion from breast cancer cells decrease production of inflammatory cytokines. (**A**) Inflammatory cytokine arrays from Hs578T and MDA-MB-231 cells were used as a screening tool to identify changes within cytokines upon CD44 deletion. Cytokines within conditioned media collected from CD44 WT and KO Hs578T and MDA-MB-231 cells were detected via immunoblotting and chemiluminescence. (**B**) A decrease in CCL2 production upon CD44 deletion was validated in triplicate using an ELISA. HA depletion was verified in (**C**) Hs578T and (**D**) MDA-MB-231 cells following 24 h 600µM 4-methylumbelliferone (4MU) treatment. Similarly, cell supernatants were subsequently used to detect changes in CCL2 production via ELISA upon 4MU treatment in (**C**) Hs578T and (**D**) MDA-MB-231 cells. Each experiment was repeated three times represented by each data point. Statistical analysis was performed using Student’s unpaired, two-tailed *t*-test. Error bars represent standard error of the mean. *P* values * *p* < 0.05; ** *p* < 0.01; **** *p* < 0.0001.

**Figure 5:**
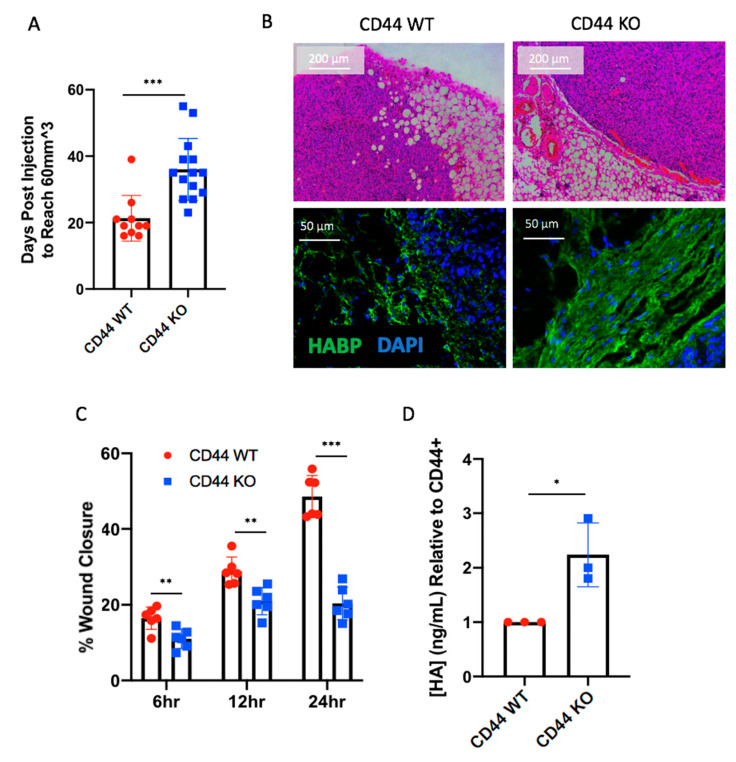
CD44 deletion in Hs578T cells delays early tumor formation. (**A**) Number of days that Hs578T CD44 WT tumors (*n* = 10) and CD44 KO tumors (*n* = 14) took to form palpable lesions within the mammary fat pad of athymic nude mice. (**B**) Histological analysis of early tumors using H&E and immunofluorescence to identify HA in green (using hyaluronic acid binding protein), and nuclei in blue (using DAPI). Images were acquired on a Leica DM400B microscope, at either 100× or 400× magnification. (**C**) Scratch wound assay analyzing wound closure in vitro in Hs578T CD44 WT compared to CD44 KO cells at 6, 12, and 24 h time points. (**D**) HA production in vitro quantified via ELISA within CD44 WT and KO Hs578T cells. Experiments were repeated at least three times, represented by each data point. Statistical analysis was performed using Student’s unpaired, two-tailed *t*-test. Error bars represent standard error of the mean. *P* values * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 6:**
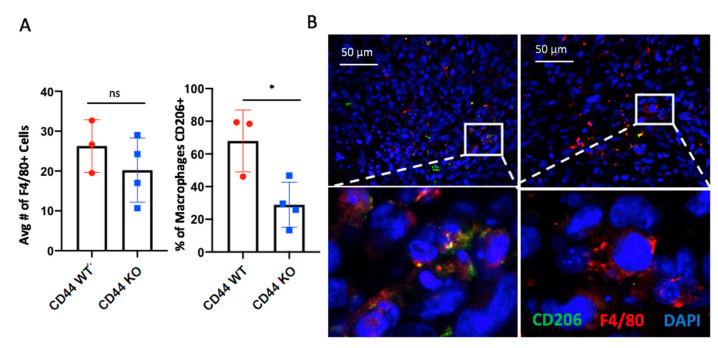
CD44 deletion in Hs578T tumors decreases the number of infiltrating CD206+ macrophages. (**A,B**) Histological analysis of early tumors using immunofluorescence to identify CD206 in green, F4/80 in red, and nuclei in blue (using DAPI). (**A**) The total number of F4/80+ cells and percent CD206+ was quantified using five representative images from each tumor (CD44 WT *n* = 3, CD44 KO *n* = 4). Images were acquired on a Leica DM400B microscope at 400× magnification. Statistical analysis was performed using Student’s unpaired, two-tailed *t*-test. Error bars represent standard error of the mean. *P* values * *p* < 0.05, ns = not significant.

**Figure 7:**
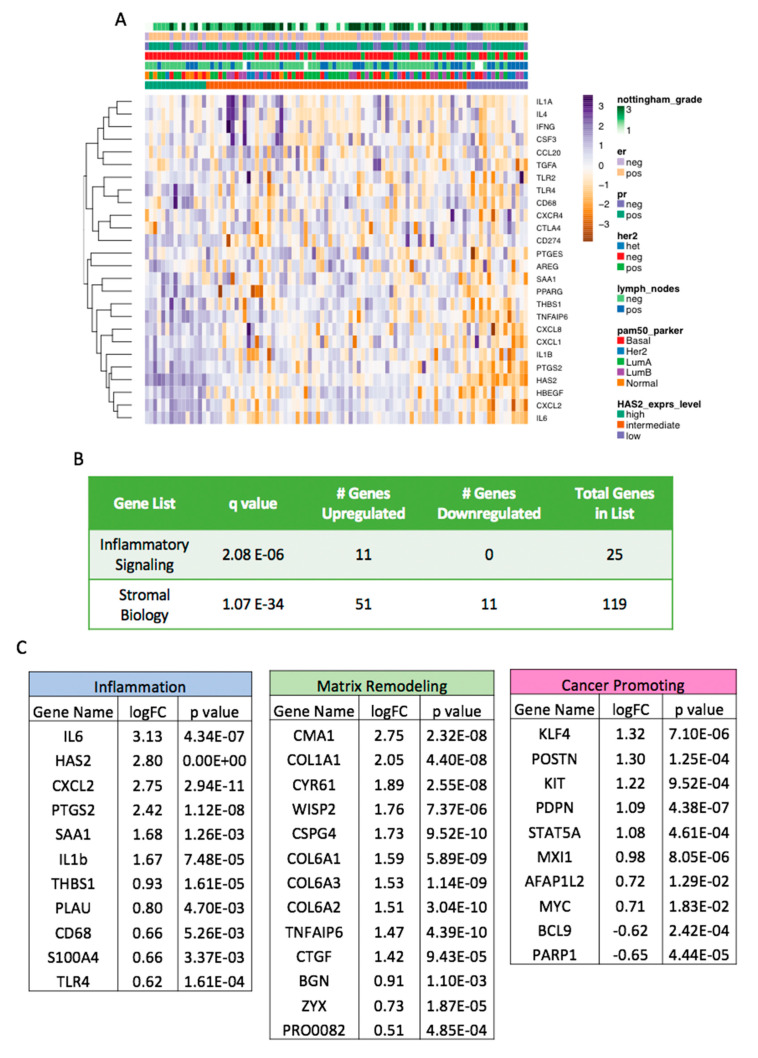
Increased HAS2 gene expression is associated with inflammatory and stromal biology gene signatures in human cases of breast cancer. (**A**) Hierarchical clustering of gene expression based on ordering of patient samples by classification, as HAS2-high (*n* = 15), HAS2-low (*n* = 15), or HAS2-intermediate (*n* = 64). HAS2-high cases (left side of heat map) show increased expression of a focused inflammatory signaling pathway. (**B**) Fisher’s exact testing demonstrated significant association of a focused inflammatory signaling gene signature and a larger stromal biology gene signature in genes differentially expressed between HAS2-high and HAS2-low breast cancers (see also Supplementary File S1). (**C**) Relevant genes and pathways demonstrating significant differential expression in HAS2-high vs. HAS2-low breast cancers.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/5/1325/s1, Figure S1: Large format copies of the 400× images in Figure 1C, Figure S2: Expression of HAS2 and CD44 in breast cancer cell lines, Figure S3: IL-8 (A) gene and (B) protein expression within Hs578T cells following 24 h 4MU treatment along with additional GO analyses from RNA sequencing results, Figure S4: CD44 KO in Hs578T and MDA-MB-231 cells has little effect on cell survival in vitro or animal survival in vivo based on tumor endpoint, Figure S5: CD44 deletion within the MDA-MB-231 cells decreases lung colonization in vivo, Figure S6: Flow chart highlighting the case selection process used within the Nanostring analysis of human breast cancer samples, Figure S7: Patient characteristics of the final 94 patient samples included within the Nanostring analysis, Figure S8: HAS2 expression across 94 human breast cancer cases, Figure S9: Stromal biology gene expression in human breast cancers, Figure S10: Full length western blot of CD44 in Hs578T CD44 WT and CD44 KO cells, Figure S11: Full length western blot of β-tubulin loading control in Hs578T CD44 WT and CD44 KO cells, Figure S12: Full length western blot of CD44 in MDA-MB-231 CD44 WT and CD44 KO cells, Figure S13: Full length western blot of β-tubulin loading control in MDA-MB-231 CD44 WT and CD44 KO cells, Figure S14: Inflammatory cytokine arrays from (A) Hs578T CD44 WT and KO cells and (B) MDA-MB-231 CD44 WT and KO cells. File S1: Differential gene expression and GO analysis comparing HAS2-high vs. HAS2-low human breast tumor tissues.

# Supplementary material for: Tumor Cell Associated Hyaluronan-CD44 Signaling Promotes Pro-Tumor Inflammation in Breast Cancer
**Source:** Cancers (Basel). 2020 May 22;12(5):1325. doi: 10.3390/cancers12051325
**Supplement:** Supplementary file 1

*Article*

# **Tumor cell associated hyaluronan-CD44 signaling promotes pro-tumor inflammation in breast cancer**

Patrice M. Witschen, Thomas S. Chaffee, Nicholas J. Brady, Danielle N. Huggins, Todd P. Knutson, Rebecca S. LaRue, Sarah Munro, Lyubov Tiegs, James B. McCarthy, Andrew C. Nelson and Kathryn L. Schwertfeger

**Supplementary Material**

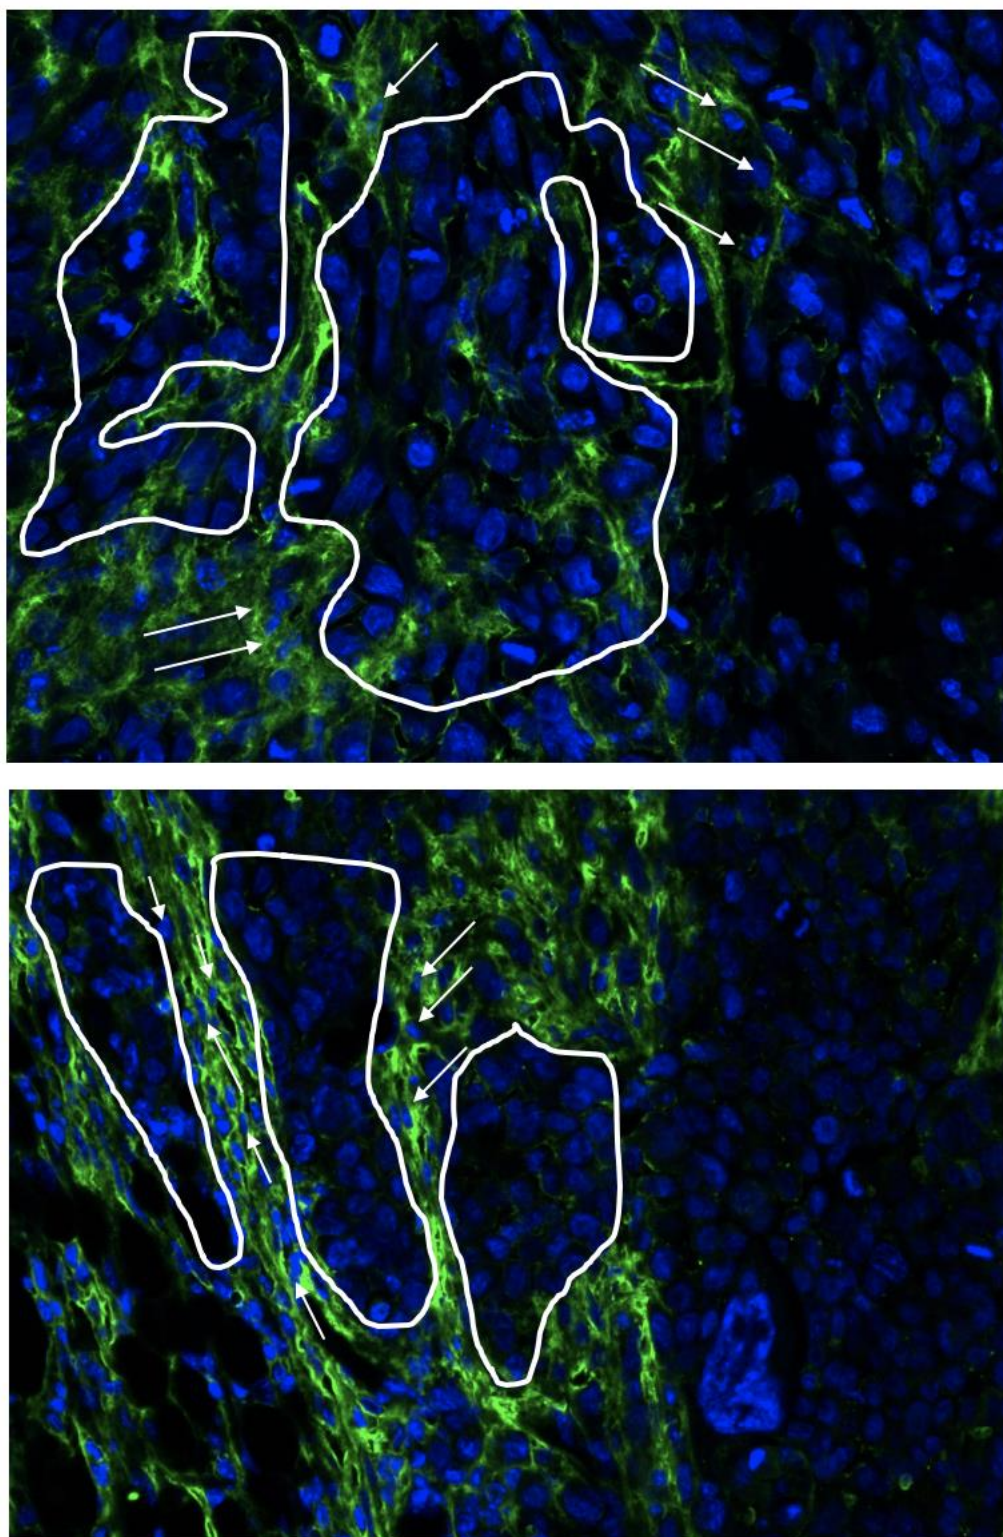

**Figure S1.** Large format copies of the 400× images in Figure 1C. HABP (green) and DAPI nuclear staining of Hs578T (upper) and MDA-MB-231 (lower) xenograft tumors. Tumor nests surrounded by hyaluronan are outlined in white. White arrows call out interspersed stromal cells embedded in the HA-rich stroma surrounding the tumor nests, which are likely fibroblasts or monocyte/macrophages based on the small, slightly elongated, and smoothly contoured nuclear morphology (specific stains to further elucidate were not performed). Images were acquired on a Leica DM400B microscope at 400× magnification.

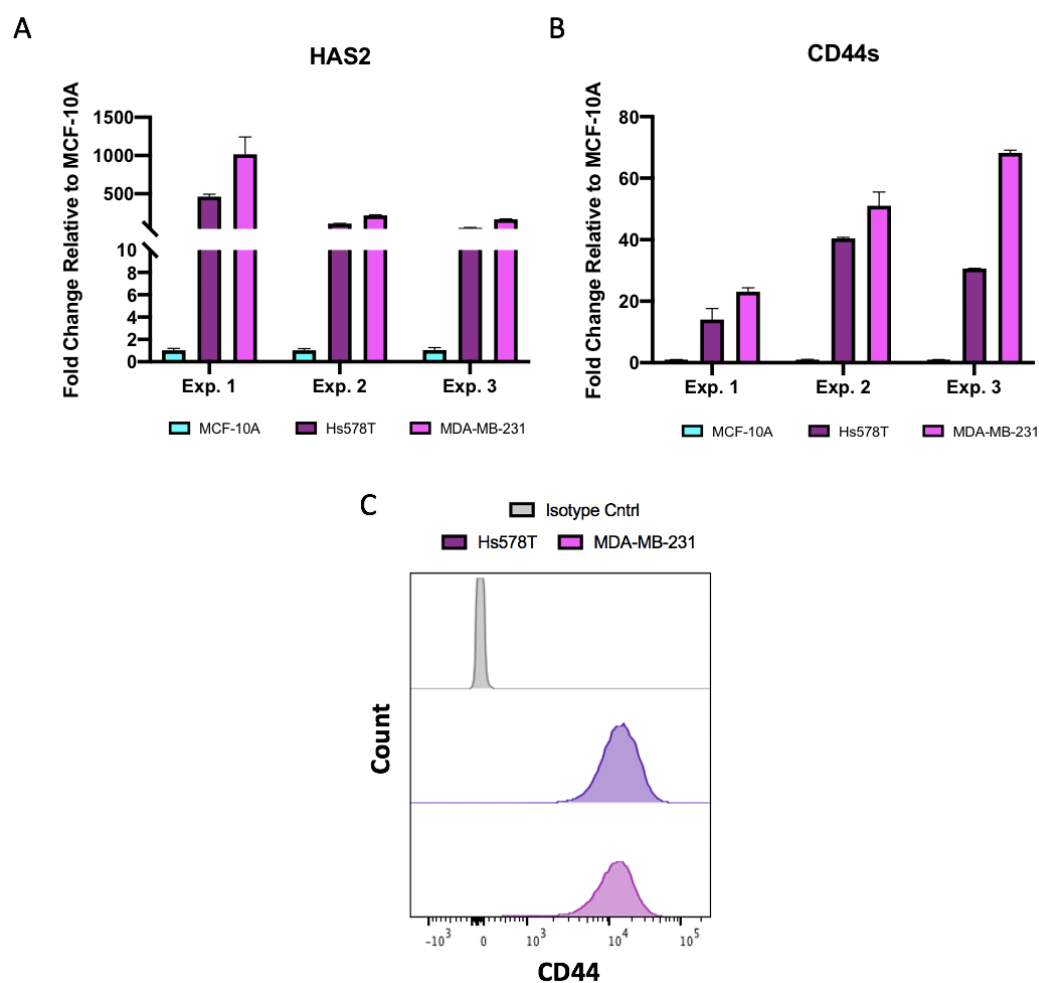

**Figure S2.** Expression of HAS2 and CD44 in breast cancer cell lines. (A) Hyaluronan synthase 2 (HAS2) and (B) CD44s gene expression by qRT-PCR within Hs578T and MDA-MB-231 cell lines relative to MCF-10A controls (mammary epithelial cells). (C) CD44 cell-surface expression obtained via flow cytometry relative to an isotype control. Each experiment was repeated at least 3 times.

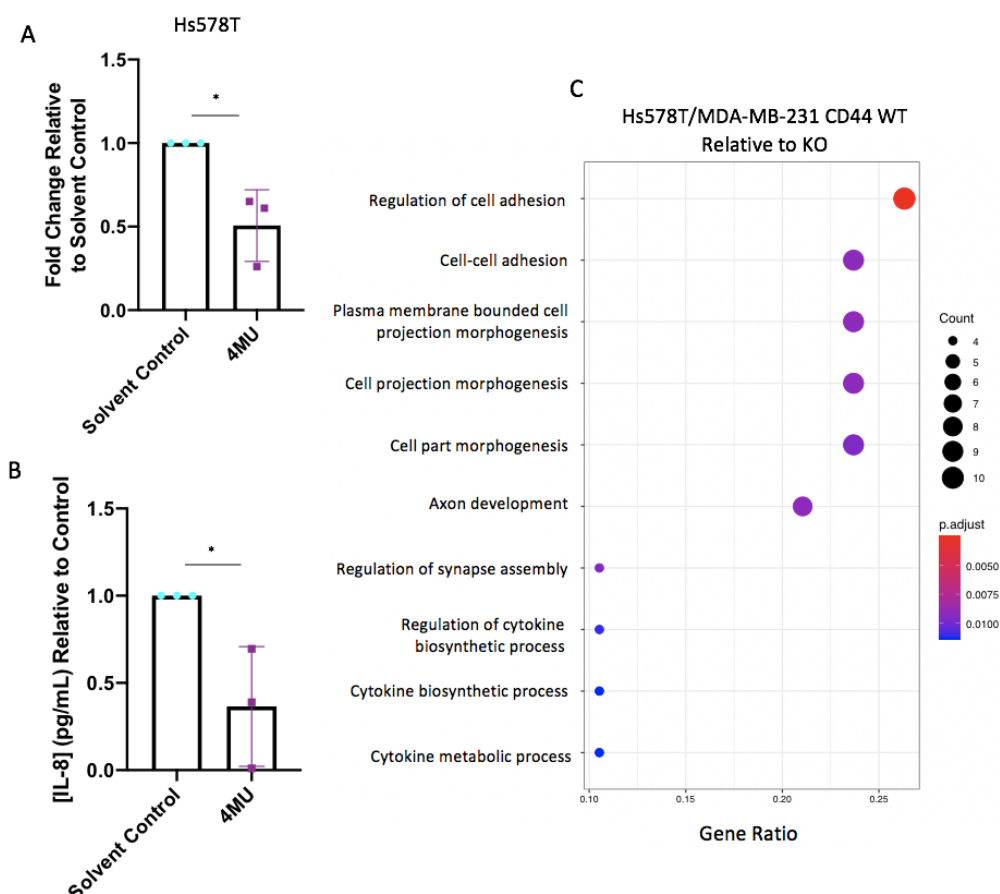

**Figure S3.** IL-8 (A) gene and (B) protein expression within Hs578T cells following 24 h 4MU treatment along with additional GO analyses from RNA sequencing results. (A,B) Each experiment was repeated 3 times represented by individual data points. Statistical analysis was performed using Student's unpaired, two-tailed *t*-test. Error bars represent standard error of the mean. *P* values \* < 0.05. (C) Gene ontology analysis from RNA sequencing results identifying gene sets enriched in CD44 WT compared to CD44 KO Hs578T and MDA-MB-231 cells. Upon removal of CD44 from the list of differentially expressed genes, the GO term "regulation of cell adhesion" still has a significant adjusted *p*-value. Dot size represents the number of genes enriched within that pathway, while color represents an adjusted *p*-value.

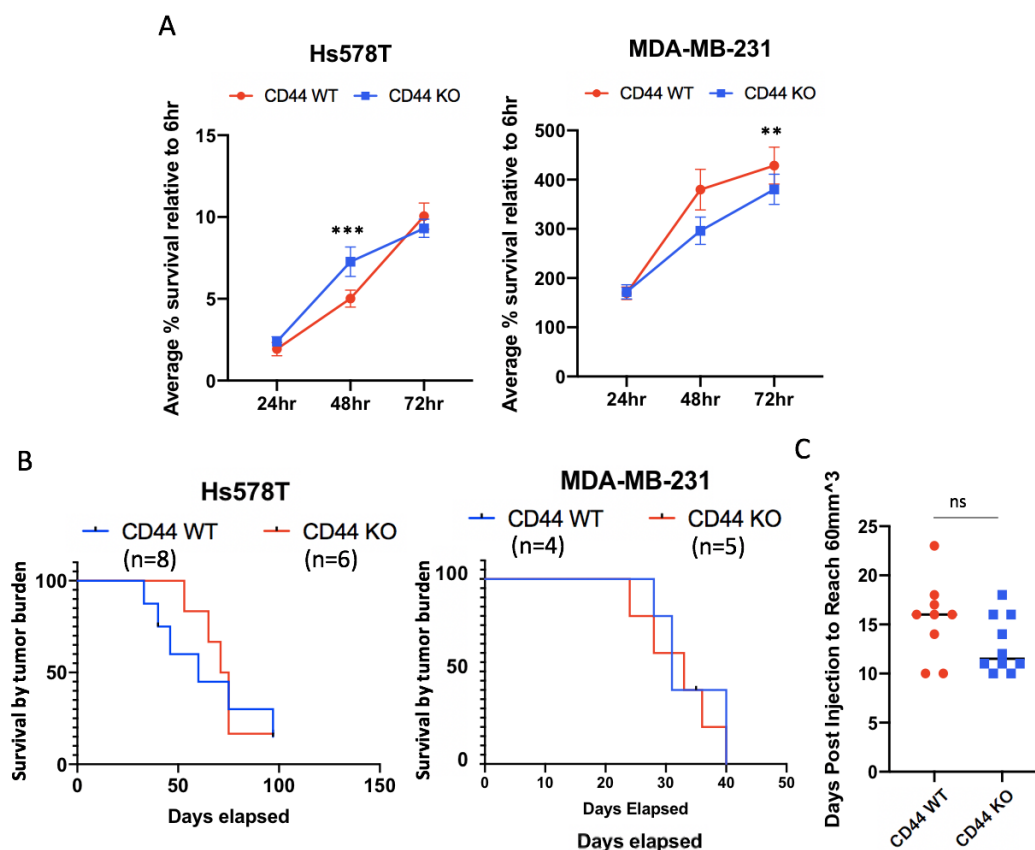

**Figure S4.** CD44 KO in Hs578T and MDA-MB-231 cells has little effect on cell survival in vitro or animal survival in vivo based on tumor endpoint. **(A)** MTT assay in vitro comparing cell survival between CD44 WT (red) vs CD44 KO (blue) cells using both Hs578T and MDA-MB-231 cells at 24, 48, and 72 h time points. **(B)** Percent animal survival based on tumor endpoint (2 cm<sup>3</sup>) when CD44 WT and KO breast cancer cells were injected into the mammary fat pad of athymic nude mice. Comparison of survival curves was performed using the log-rank (mantel-cox) test. **(C)** Number of days MDA-MB-231 CD44 WT tumors ( $n = 9$ ) and CD44 KO tumors ( $n = 10$ ) took to form palpable lesions within the mammary fat pad of athymic nude mice. Each experiment was repeated at least 3 times represented by individual data points. Statistical analysis was performed using Student's unpaired, two-tailed  $t$ -test. ns = not significant.

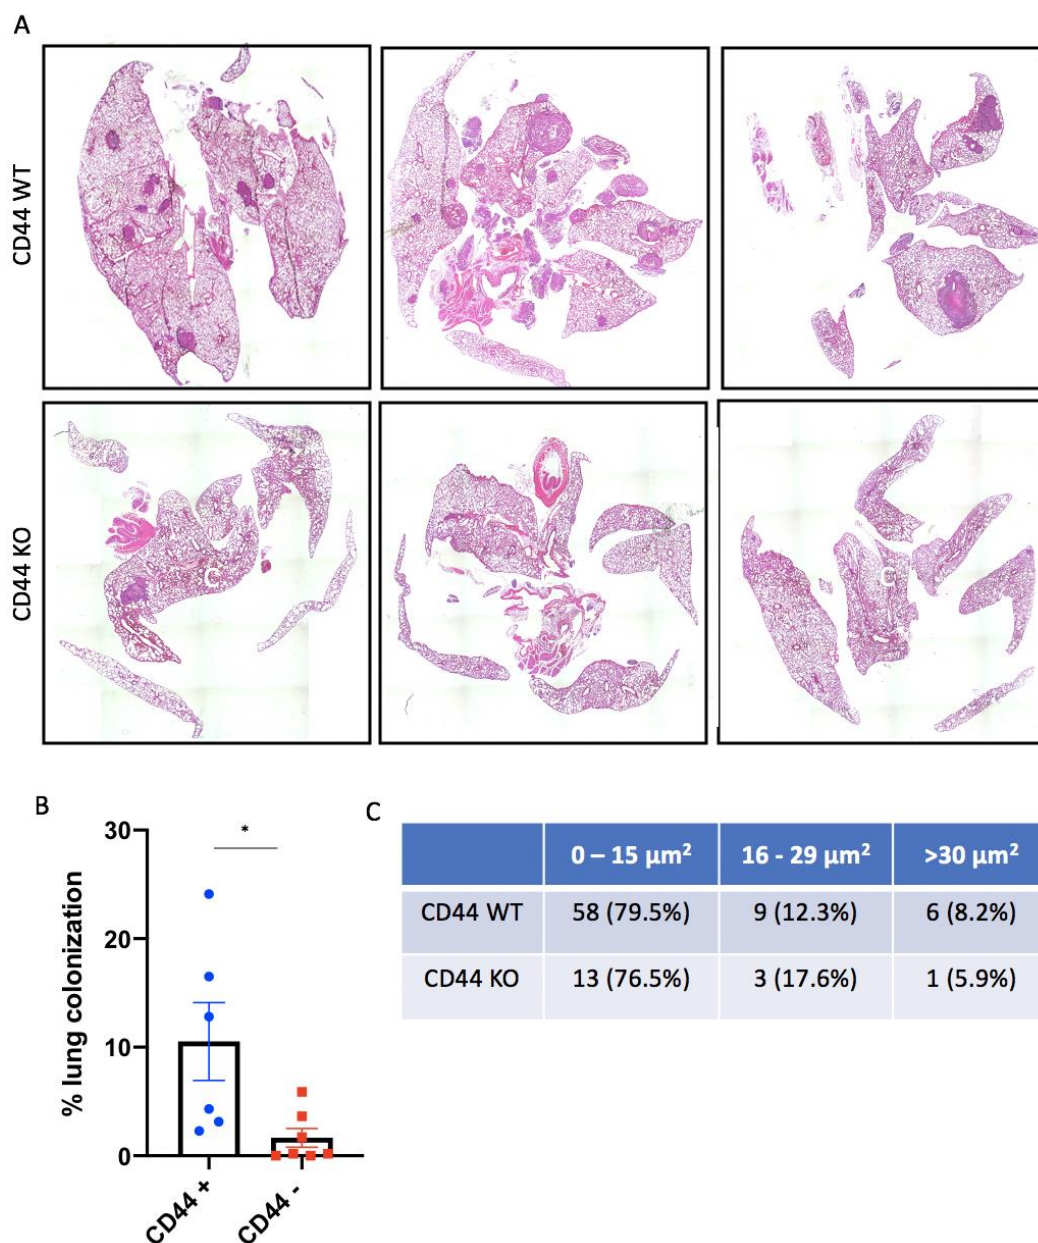

**Figure S5.** CD44 deletion within the MDA-MB-231 cells decreases lung colonization in vivo. **(A)** Hematoxylin and eosin- stained images identifying tumor lesions within the lungs of athymic nude mice who received either MDA-MB-231 CD44 WT ( $n = 6$ ) or KO ( $n = 6$ ) cells via tail vein injection. Seven-weeks post injection, mice were sacrificed and lungs were harvested for histologic analysis. Images were acquired on a Leica DM400B microscope at either 50 $\times$  magnification. **(B)** Percent lung colonization by tumor cells was calculated using the ImageJ software, comparing tumor lesion area to the total area of lung tissue. Sections 7, 12, and 21 were analyzed per animal. Statistical analysis was performed using Student's unpaired, two-tailed  $t$ -test. Error bars represent standard error of the mean.  $P$  values \*  $p < 0.05$ . **(C)** Stratification of lung metastases based on lesion size within the MDA-MB-231 CD44 WT and KO conditions.

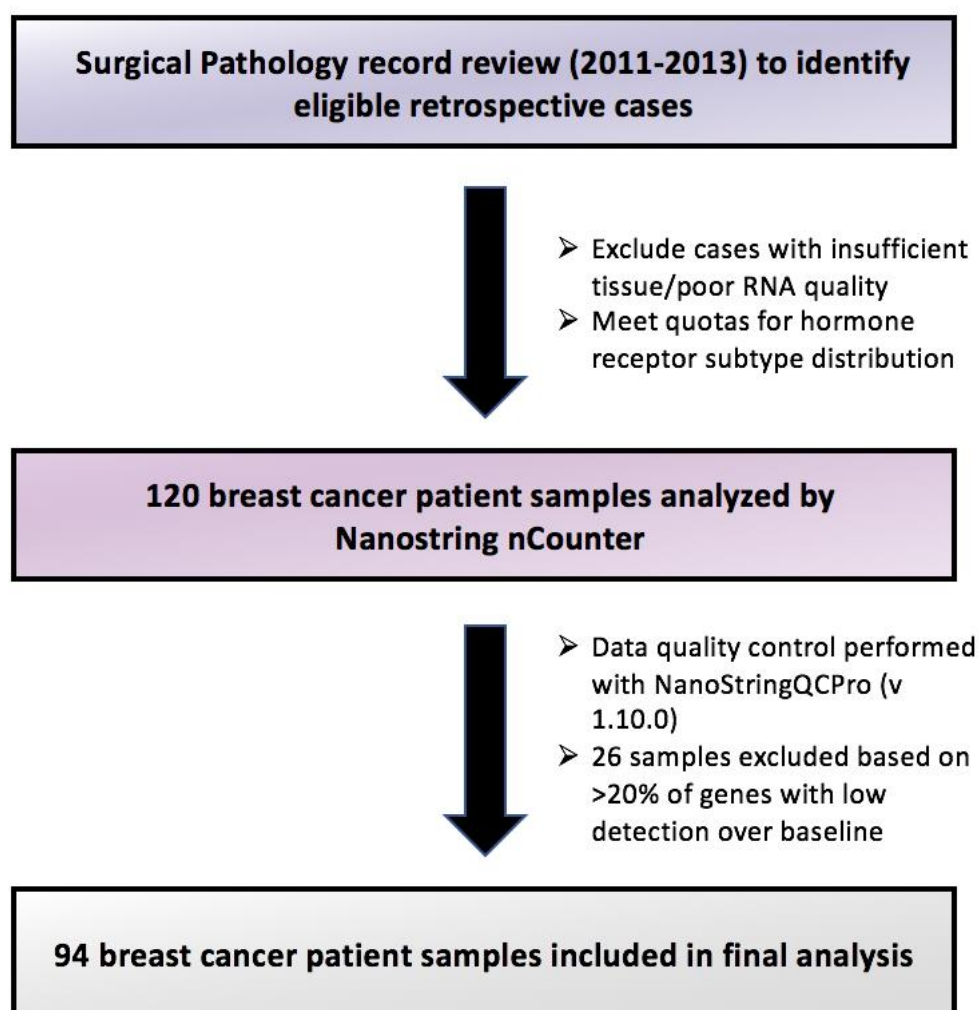

**Figure S6.** Flow chart highlighting the case selection process used within the Nanostring analysis of human breast cancer samples.

| Breast Cancer Patient Samples (n=94) |           | N  | %   |
|--------------------------------------|-----------|----|-----|
| Hormone Receptor Status              | ER+_HER2- | 45 | 48% |
|                                      | ER+_HER2+ | 19 | 20% |
|                                      | ER-_HER2+ | 9  | 10% |
|                                      | ER-_HER2- | 21 | 22% |
| Tumor Grade                          | 1         | 15 | 16% |
|                                      | 2         | 41 | 44% |
|                                      | 3         | 38 | 40% |
| Lymph Node Metastasis                | Positive  | 33 | 35% |
|                                      | Negative  | 57 | 61% |
| Lymphovascular Space Invasion        | Positive  | 32 | 34% |
|                                      | Negative  | 62 | 66% |
| AJCC Pathologic Stage                | 1         | 48 | 51% |
|                                      | 2         | 29 | 31% |
|                                      | 3         | 12 | 13% |
|                                      | 4         | 4  | 4%  |

\*Some percentages do not sum to 100% because of missing data points

**Figure S7.** Patient characteristics of the final 94 patient samples included within the Nanostring analysis.

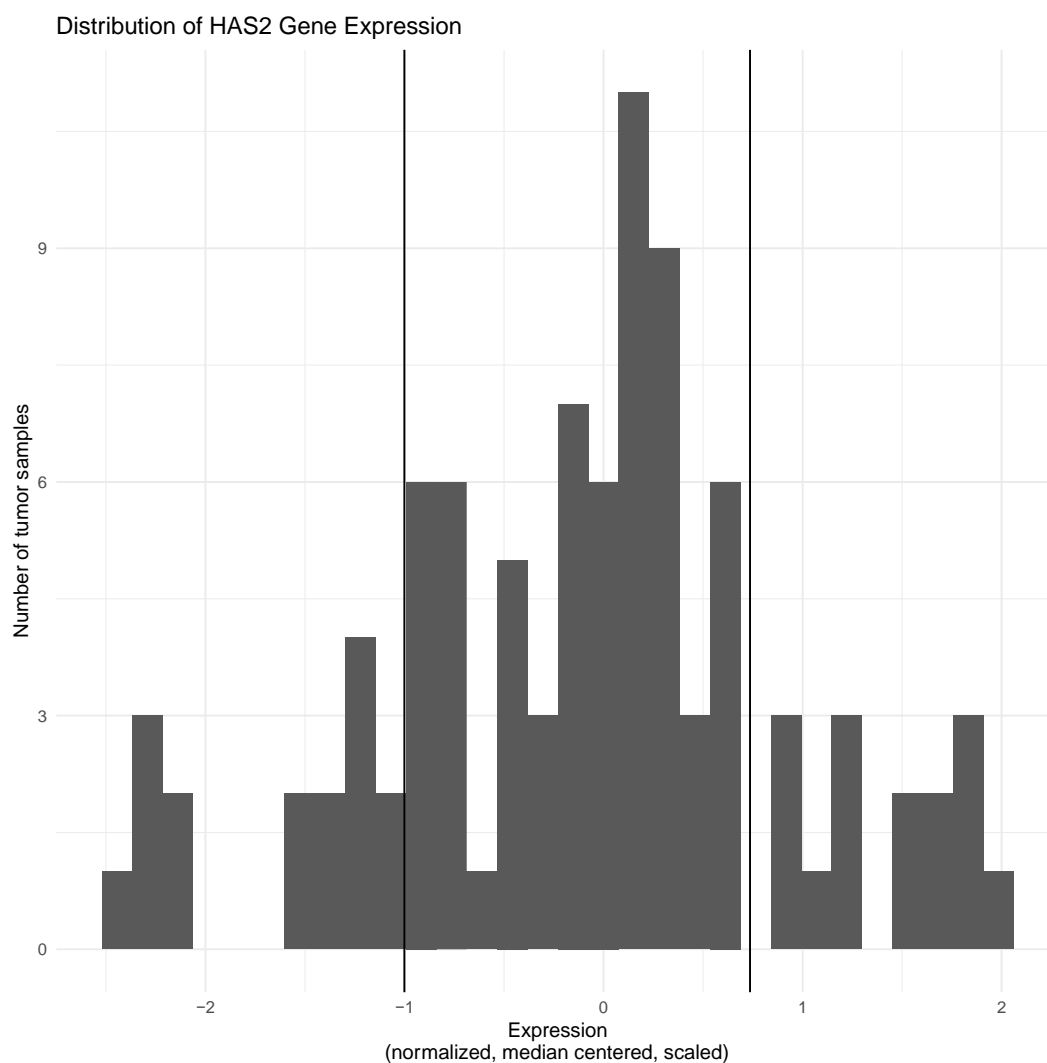

**Figure S8.** *HAS2* expression across 94 human breast cancer cases. Cases were ordered based on the differences of log-transformed *HAS2* expression compared to the mean. Cases with expression greater than or less than 1 standard deviation from the mean were binned as *HAS2*-high or *HAS2*-low respectively.

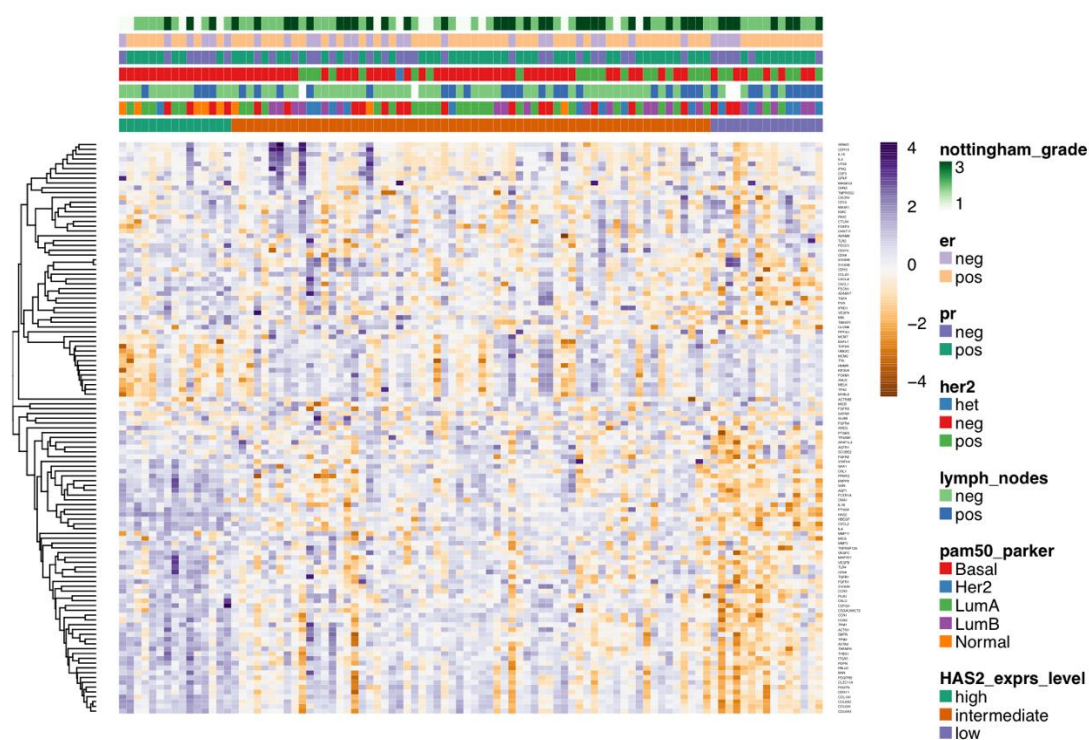

**Figure S9.** Stromal biology gene expression in human breast cancers. The heatmap shows hierarchical clustering of a stromal gene expression signature ( $n = 120$  genes) based on ordering of patient samples by classification as *HAS2*-high ( $n = 15$ ), *HAS2*-low ( $n = 15$ ), or *HAS2*-intermediate ( $n = 64$ ). The cluster of genes in the lower left of the map shows increased expression of numerous inflammatory mediators, extracellular matrix remodeling genes, and cancer-promoting genes (see also Figure 7C).

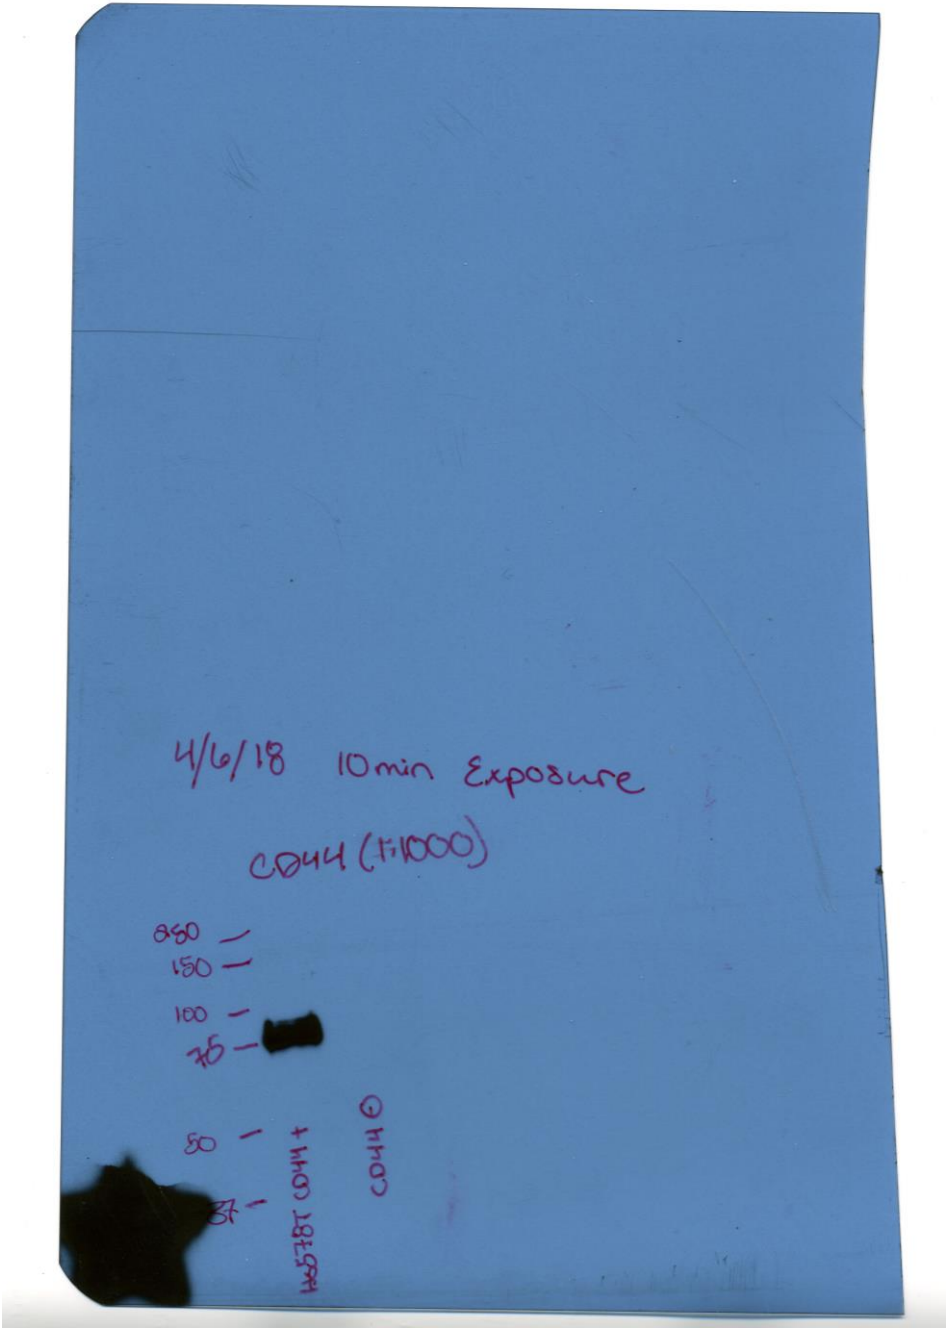

**Figure S10.** Full length western blot of CD44 in Hs578T CD44 WT and CD44 KO cells.

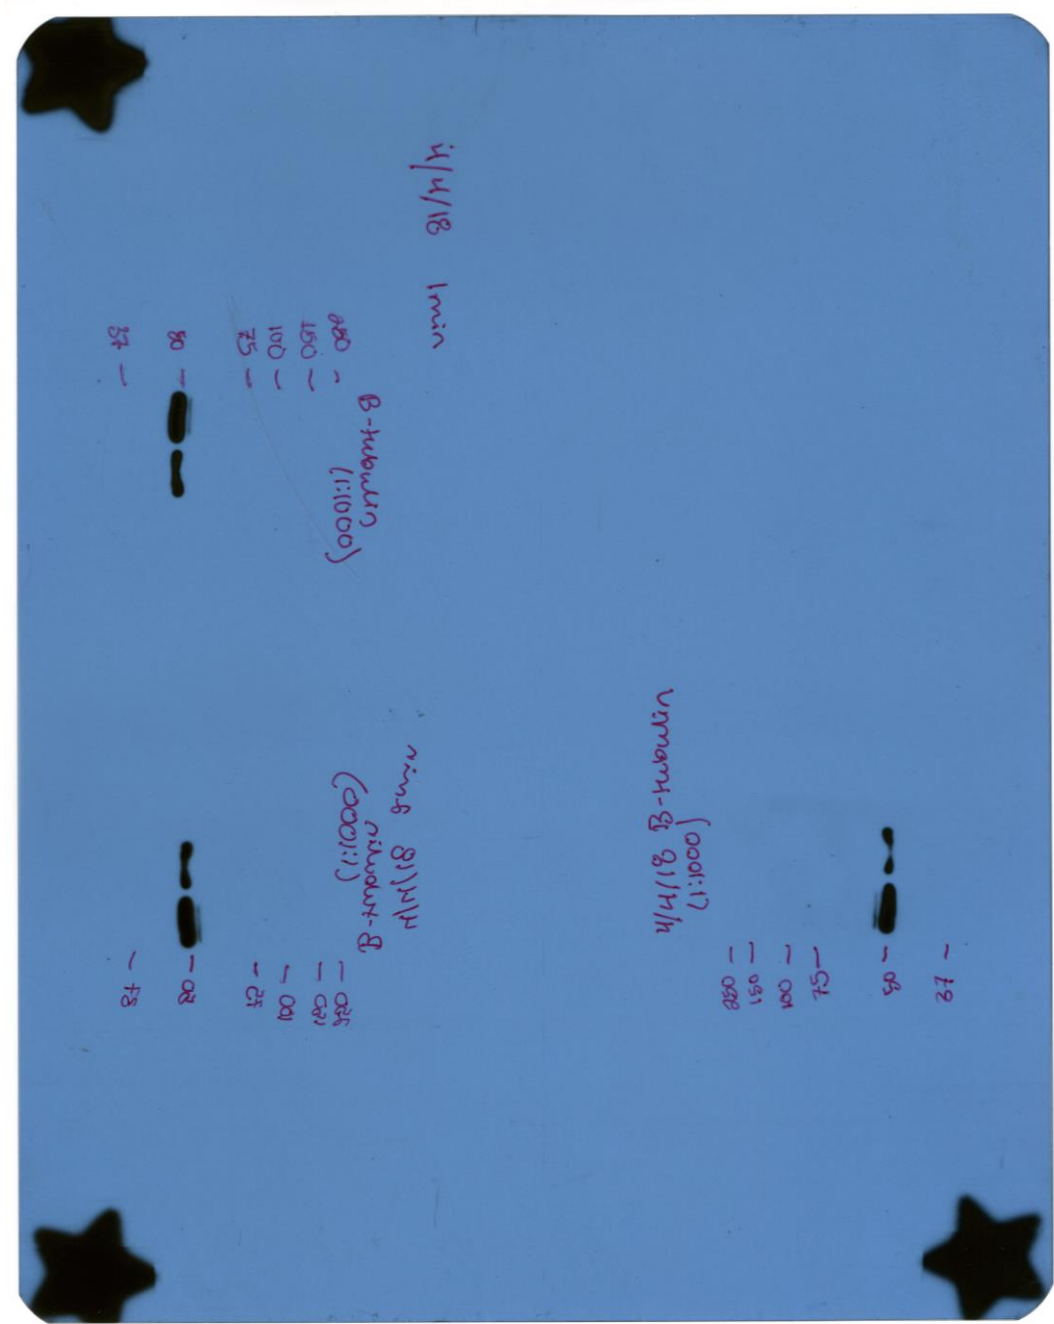

**Figure S11.** Full length western blot of  $\beta$ -tubulin loading control in Hs578T CD44 WT and CD44 KO cells.

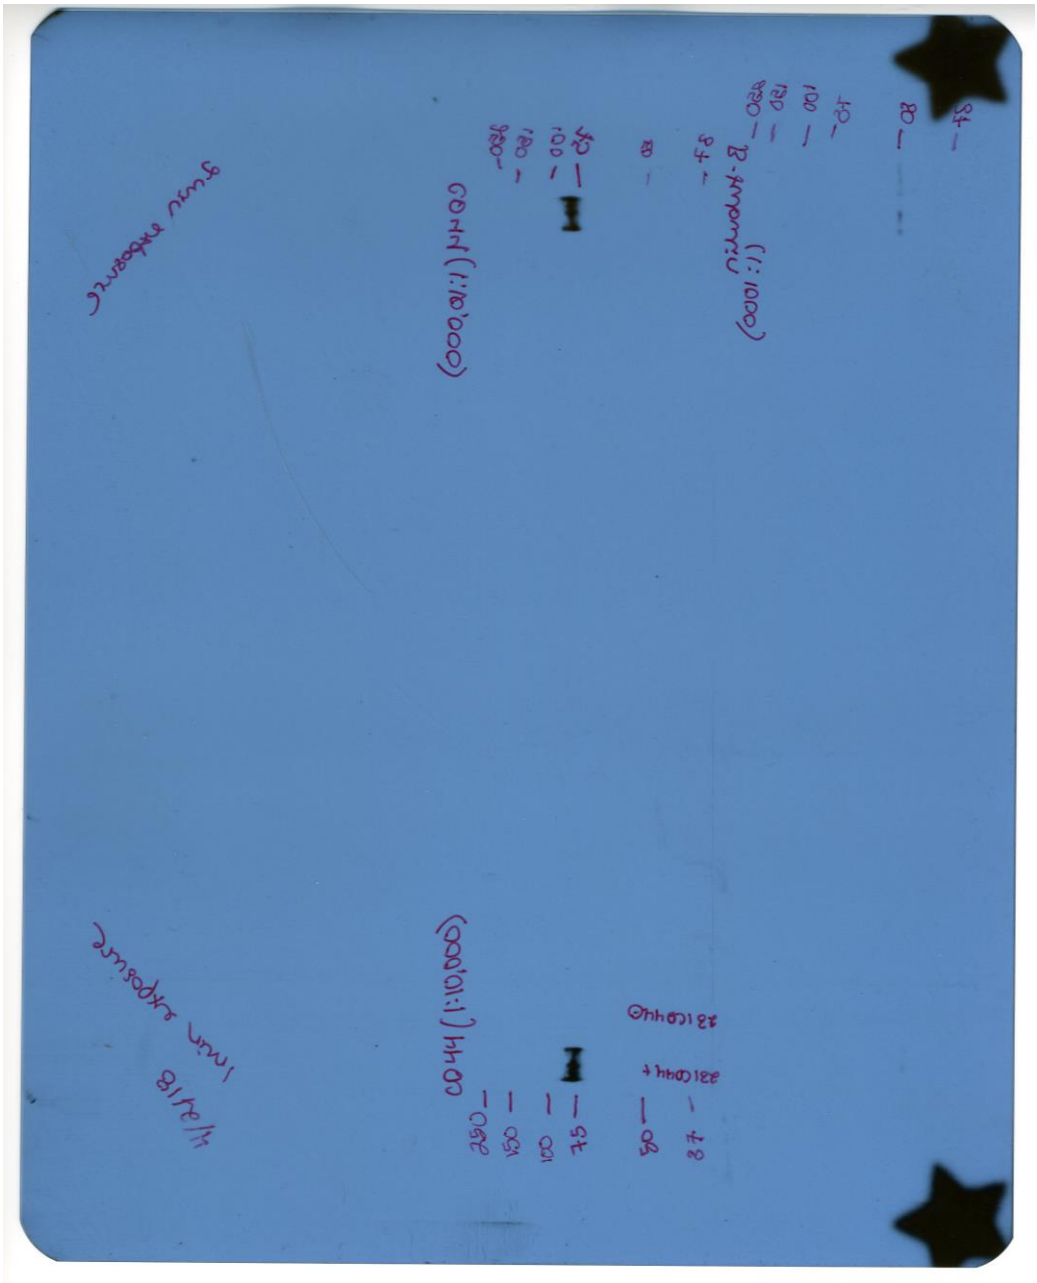

**Figure S12.** Full length western blot of CD44 in MDA-MB-231 CD44 WT and CD44 KO cells.

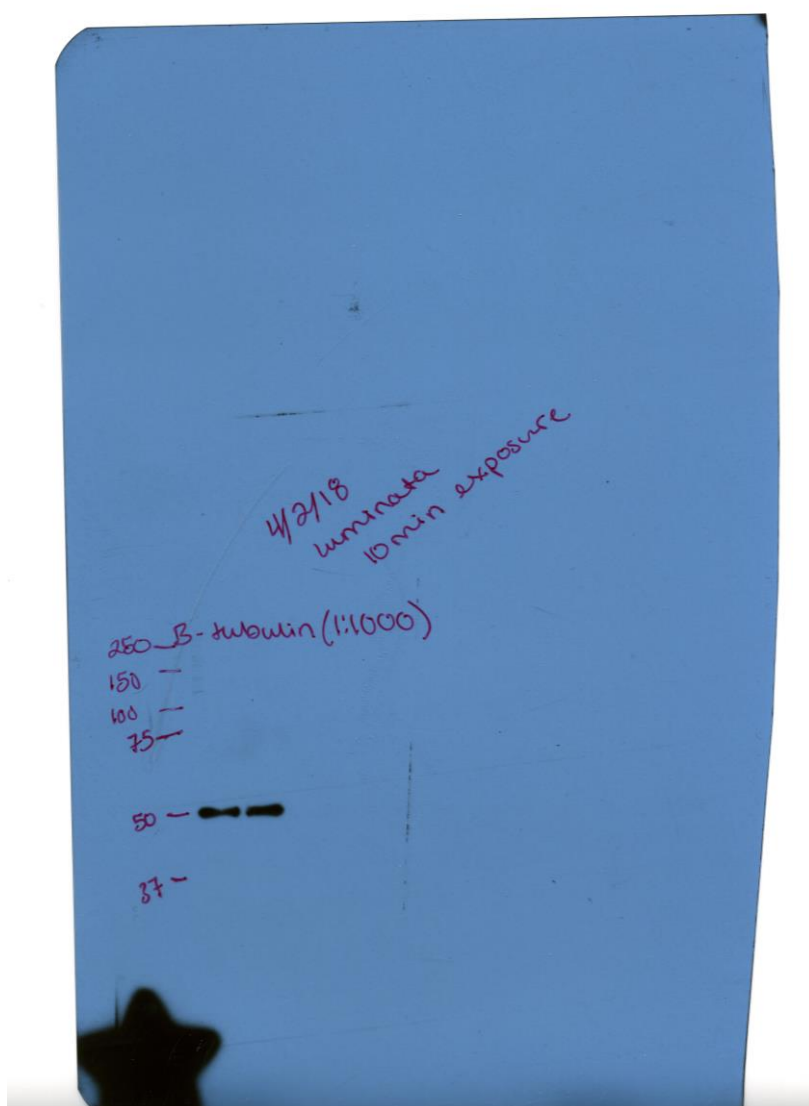

**Figure S13.** Full length western blot of  $\beta$ -tubulin loading control in MDA-MB-231 CD44 WT and CD44 KO cells.

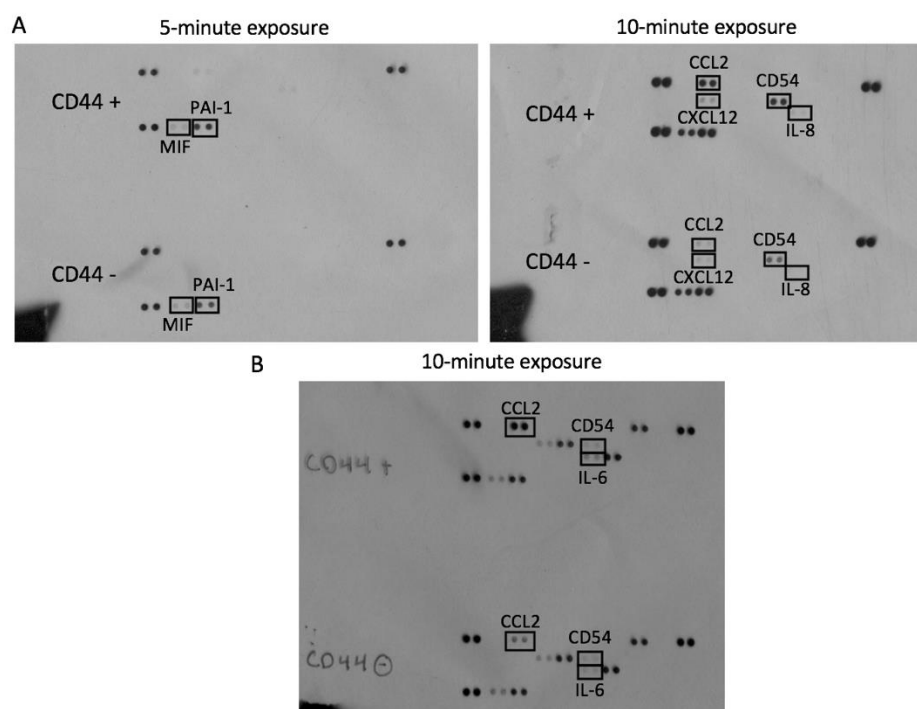

**Figure S14.** Inflammatory cytokine arrays from (A) Hs578T CD44 WT and KO cells and (B) MDA-MB-231 CD44 WT and KO cells.

How the deposited data were processed for this re-analysis (not part of the article)

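RNA from sorted CD44 WT and CD44 KO cells of Hs578T and MDA-MB-231 was measured in 12 libraries, 3 in each of 4 groups, after starvation in 1% serum for 24 h. The authors sequenced paired-end reads of 50 bp, aligned them with HISAT2 (version 2.1.0) to GRCh38 and counted them with featureCounts (version 1.6.2) on the GENCODE version 28 annotation. Read pairs were counted as fragments when both ends aligned with a mapping quality of at least 10 on the expected strand, and fragments that aligned to several places or to several genes were not counted. The deposited table holds whole-number counts for 58381 genes without normalization, with the exonic length of each gene. Gene positions were taken from the same table, 57754 genes were given a current name, and exon positions of CD44 and GC content came from a later GENCODE annotation and the GRCh38 sequence. The group of every library was known. No replicate number was given to 1 MDA-MB-231 CD44 WT library, because its name stands in the labels of replicates 2 and 3 of that group, although the other 2 libraries are replicates 1 and 3, which leaves replicate 2 by elimination.

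Genes with more than 1 CPM in at least 2 libraries and an exonic length of at least 300 nt were tested. The methods of the paper keep genes under 300 nt, and this reading was run as an alternative. The fit used R 4.3.3 and edgeR 4.0.16 with TMM factors, estimateDisp, glmQLFit with the legacy fit and without robust estimation, and glmQLFTest. The design had 4 group means and no other term. The contrasts were CD44 KO minus CD44 WT in each line and the difference of these contrasts, Hs578T minus MDA-MB-231. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 with any log2 fold change. Fitted fold changes used edgeR's default prior count, and log2 CPM of single libraries a prior count of 2. For genes with 0 counts in a group, the fold is a lower bound against a floor of 3 counts over the group. For GPC4 and VAT1L, with 1 to 3 counts in a group, the ratio is given with its exact 95% counting interval. PRSS12 also has 1 to 3 counts in a group, but only its fitted values are given, which depend on the prior count. The total counts per library, from 10257586 to 19725543, limit the precision for weakly expressed genes.

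Overlap of the calls in both lines was tested with a one-sided Fisher's exact test per direction among the genes tested. No gene ontology annotation was used. Cytokine and adhesion genes were taken as families fixed by gene symbol, 70 and 131 of whose genes were tested, and their members among the called genes were counted with a one-sided Fisher's exact test. Gene sets were tested with camera of limma 3.58.1 with a preset correlation of 0.01, an estimated correlation and fry, for both families, an interferon response list, a proliferation list, the paper's inflammatory and stromal signatures and the genes within 1 Mb of CD44, which makes 14 tests over both lines. A set was called at p of at most 0.05. Windows of 100 consecutive tested genes along each chromosome were compared by their median log2 fold change with 1000 shuffles of the gene positions, and a window was counted when its median exceeded in size the largest window median of 95% of the shuffles.

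Genes named in the text are CD44, the 40 genes of Figure 3C, whose values in the figure had been seen, the genes of the cytokines in Figure 4A and of IL-8, the hyaluronan genes the paper names with ITGB1 and MMP9, the genes the paper names in the patient cohort, and in each line and direction the 5 genes with the largest fitted change that were called, had all CD44 KO libraries on one side of the CD44 WT libraries and had a mean of at least 5 CPM in the line. Genes named as members of a small count were chosen after their values were seen. The filter, the fit, the thresholds, the gene families and lists, the rule for named genes and the alternatives were fixed before the data were examined, apart from those the closing section names as chosen later.

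The alternatives were DESeq2 1.42.0, RLE factors or library size only in place of TMM, no filter on low counts, a minimum of 10 counts in every library of a group, only genes under 300 nt, each line filtered and fitted alone, the newer quasi-likelihood fit, robust estimation, an adjusted p of at most 0.05, a log2 fold change of at least 1 in size, the replicate number or consecutive label numbers as a block, each of the 12 libraries left out, other gene lists and an estimated correlation. The guides were searched on both strands of GRCh38 next to an NGG PAM with up to 4 mismatches. Trends on gene length and GC content were removed from each library through offsets.

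The fits were tested on simulated data of 15836 genes with the library sizes of the real counts and the spread of the fit of all libraries. Of these, 200 genes were changed singly, with a list of 70 genes and a window of 100 neighbouring genes lowered in Hs578T beside them. Both simulated lines had the same spread, whereas the common dispersion was 0.0090 in Hs578T alone and 0.0181 in MDA-MB-231 alone. Genes were drawn independently. The simulation therefore tests neither the shared spread nor camera's preset correlation. Camera gave 6.08e-29 for that list and 0.653 for a random list of 70 genes, and the windows found the 1 lowered region and 0 others in MDA-MB-231. In Hs578T, edgeR called 28.8% of the genes changed by 0.5, 82.1% of those changed by 1 and 98.5% of those changed by 2 on the log2 scale, and in MDA-MB-231 18.2%, 79.4% and 97.0%. For a difference between the lines the shares were 3.03%, 48.5% and 97.1%. Unchanged genes made up 4 of 157 calls in Hs578T, 0 of 65 in MDA-MB-231 and 3 of 55 for the difference. DESeq2 called 7 unchanged genes among 189, 9 among 80 and 3 among 65. Of 100 genes changed in both simulated lines, 57 were called in both. Array, ELISA, Western blot and cohort measurements were not analysed here.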

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

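Of the tests in this part, those of the regions of chromosomes 11 and 2, of trends on gene length and GC content, of library size, of abundant genes and of wrong labels were chosen only after the result was seen, and the splits of the libraries were set earlier.

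The change in CD44 KO differed between Hs578T and MDA-MB-231 for 653 genes, by a test of the difference itself (edgeR, adjusted p at most 0.01), and 3888 genes had an unadjusted p under 0.05. The real groups gave one of the 2 results this large among 100 splits of the libraries within both lines. The highest other count, 807, came from the split that keeps the real groups and exchanges CD44 WT and CD44 KO in MDA-MB-231, so that it tests the sum of both changes. A random division of libraries that hold no CD44 effect is argued against by this count. Splits that mix CD44 WT and CD44 KO remove the changes themselves, so they cannot tell whether equal changes in both lines would give as many genes. With trends on gene length and GC content removed from each library, 918 genes differed, among them 640 of the 653. With all libraries thinned to the smallest total, 573 genes differed, of which 558 were among the 653, and with the 20 genes of the most counts left out 649 differed, of which 640 were. These values argue against such trends, library size and a few abundant genes as the whole cause. A library of the wrong line is excluded by 101 genes at 10 CPM or more in every library of one line and 0 in every library of the other. A library of the wrong CD44 group is excluded by CD44 itself, since the highest CD44 KO library reached 11.2% of the lowest CD44 WT library in MDA-MB-231 and 5.79% in Hs578T. Differences between the cell lines, and different subclones or chromosome copies in the sorted populations, stay open.

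Among the genes named, CD44 fell further in Hs578T (difference of log2 fold changes, Hs578T minus MDA-MB-231, -0.81, adjusted p = 0.00198, edgeR). Of the genes lower in CD44 KO in both lines, the differences were 2.54 for SYK, 2.23 for MAGEA3 and 2.31 for CCL2, which fell further in MDA-MB-231. EPS8L2, which passed the threshold in Hs578T and missed it in MDA-MB-231, fell further in Hs578T (difference -1.73). PRSS12 and TFPI2 rose further in Hs578T (differences 5.35 and 1.66). HAS2 rose in Hs578T from 2.74 ± 0.125 to 20.0 ± 3.30 CPM (SD, n = 3 each, log2 fold change 2.86, adjusted p = 1.73e-05, edgeR) and did not pass in MDA-MB-231 (0.50, adjusted p = 0.264), a difference of 2.36 (adjusted p = 0.00182). Of the genes with the largest changes, the differences were -10.68 for CREG1, -7.65 for VAT1L, -6.69 for ADGRG2, 6.20 for HDAC9, 4.33 for DPYD, 3.85 for CHRDL1 and -3.70 for TLE4. The value for CREG1 depends on the prior count, because Hs578T CD44 KO has 0 counts, and is no bound. The value for PRSS12 depends on the prior count as well, because Hs578T CD44 WT has few counts. Fragments that MAGEA3 shares with its paralogs were not counted.

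Several of these differences rest on single libraries or on the fit. The difference of EPS8L2 passed only without Hs578T CD44 WT replicate 3 or MDA-MB-231 CD44 WT replicate 1 and missed the threshold without any of the other 10 libraries, with adjusted p up to 0.0407. That of TFPI2 missed it without any of 9 libraries, all but Hs578T CD44 WT replicate 3, Hs578T CD44 KO replicate 3 and MDA-MB-231 CD44 WT replicate 1, with adjusted p up to 0.0481. Without Hs578T CD44 KO replicate 2 the difference of CCL2 was 2.07 (adjusted p = 0.0223), and without Hs578T CD44 KO replicate 1 that of CHRDL1 was 3.32 (adjusted p = 0.0120). The differences of the other genes named above passed without each library in turn. With the replicate number or consecutive label numbers as a block in the fit, those of CD44, HAS2, EPS8L2 and TFPI2 missed the threshold. In these block fits the unnumbered MDA-MB-231 CD44 WT library and CD44 KO replicate 2 each took a term of their own. Neither therefore entered the comparison in that line, which lowers the power. With the replicate number as a block, that of CHRDL1 missed it too. The difference of EPS8L2 also missed the threshold with robust estimation (adjusted p = 0.0168), and that of TFPI2 with library size only and with the newer quasi-likelihood fit (adjusted p = 0.0125).

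On chromosome 11, the 225 tested genes on the telomeric side of CD44 were lower in MDA-MB-231 CD44 KO, a region the paper does not discuss. Their median log2 fold change was -0.57 (95% bootstrap interval -0.64 to -0.50), with 198 genes lower and 18 higher, and 79 of the 419 genes called lower in MDA-MB-231 (18.9%) lie there. The median was 0.08 in Hs578T, and -0.04 on the centromeric side in MDA-MB-231. Against the mean of the MDA-MB-231 CD44 WT libraries, the regional medians of the CD44 KO libraries lay between -0.51 and -0.46 and those of the CD44 WT libraries between -0.01 and 0.02, which argues against a single deviating library. With trends on gene length and GC content removed the median was -0.55, which argues against such a bias. The best step along the chromosome lay after 34105602, between NAT10 and ABTB2, with a bootstrap interval from 26667019 to 34915829, and the guides' sites at 35139362 and 35190032 lie 0.224 Mb or more beyond that interval. Loss of the arm from the guides' sites outward in part of the cells may explain the lower counts, but the interval does not hold the sites, and 220 of the 225 genes lie before the best step, so that few tested genes separate it from the sites. Such a loss and a loss already present in a subclone cannot be told apart.

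At the end of chromosome 2p, the first 100 tested genes, from 38814 to 26579532, were lower in CD44 KO in both lines, with a median log2 fold change of -0.38 in Hs578T (95% bootstrap interval -0.44 to -0.34, 91 lower, 22 called lower) and -0.41 in MDA-MB-231 (-0.49 to -0.35, 88 lower, 27 called lower). In MDA-MB-231 the best step on the chromosome lay after 24077433 (interval 23385217 to 25042130), with a median of 0 beyond it. In Hs578T no step was located there. The best step of that line lay after 73762184 (interval 37250502 to 132644853). The median was -0.35 over the 347 genes before that step and -0.19 after it. Against the mean of the CD44 WT libraries of the line, the regional medians of the 6 CD44 KO libraries lay between -0.40 and -0.34. With trends on gene length and GC content removed, the median nearer to 0 of both lines was -0.39, which argues against such a bias. No site with up to 4 mismatches to either guide lay within 2 Mb of the MDA-MB-231 step (0 sites, the nearest of 12 on the chromosome 23.2 Mb away), which argues against cleavage at such a site in that line. In Hs578T, 7 of the 12 sites lie in the interval of the step, which is too wide to decide, so that cleavage at one of them stays open there. Sites with more mismatches or with bulges were not searched. This window is among those beyond the limit of the shuffles in both lines, but neighbouring genes regulated together would give such a window too. A change in copy number, a subclone carried by the sorting and a regulatory effect of CD44 loss stay open. No test here tells them apart.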

How the results depend on the processing

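The alternative gene lists without false matches, the fit of each line alone with a block and the thinned libraries were chosen after seeing the data, and the other alternatives were set earlier.

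Values of the set tests are unadjusted p of limma's camera, and those of the overlaps are p of Fisher's exact test. No result changed direction while past its threshold under any alternative run. Overlap of the adhesion family with the genes lower in both lines passed 0.05 under all 12 other settings that gave a value (p from 7.60e-05 to 0.00665) and without each library (8.18e-05 to 0.00259). Overlap of the cytokine family passed without each library (6.47e-05 to 0.00822) and under 10 of 13 other settings. RLE factors, library size only, the newer quasi-likelihood fit and robust estimation kept every gene count within 1.5 times its value and every set test on its side of 0.05. Scaling moved the median log2 fold change of all genes by 0.01 or less. DESeq2, the other thresholds and the genes under 300 nt gave no set tests or windows, and fits of each line alone give no test of the difference between the lines. The windows of neighbouring genes numbered 23 to 35 in Hs578T and 23 to 31 in MDA-MB-231 over all alternatives.

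With DESeq2, 1138 genes were called in MDA-MB-231, 113 were shared and 1179 differed between the lines. At an adjusted p of at most 0.05 the counts were 2253 in Hs578T, 1518 in MDA-MB-231, 170 shared and 1670 differing. With a log2 fold change of at least 1 they were 744, 328 and 33 shared, which follows from the stricter threshold. Without a filter on low counts they were 1984, 1370, 170 and 1373, the adhesion set test in Hs578T gave 0.0699, the proliferation test in MDA-MB-231 0.0247, the interferon test in MDA-MB-231 moved to 0.455 and the stromal test in Hs578T to 0.726. With at least 10 counts in every library of a group the stromal test in Hs578T moved to 0.932. With only genes under 300 nt, 94 genes were tested and edgeR called 6 in Hs578T, 0 in MDA-MB-231, 0 shared and 0 differing, with 12, 12 and 9 genes at an unadjusted p under 0.05 in Hs578T, in MDA-MB-231 and for the difference, where DESeq2 called 5, 0 and 0. The low counts follow from the few genes tested. In the other cases the cause was not tested.

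With each line filtered and fitted alone, 315 genes were called in MDA-MB-231 and 40 were shared, and the adhesion test in MDA-MB-231 moved to 0.657. The median dispersion of that fit was 0.0166 in MDA-MB-231. A separate estimate, as common dispersion, gave 0.0181 in MDA-MB-231 alone and 0.0136 in the fit of all libraries. A block for consecutive label numbers added to the fit of Hs578T alone, chosen after seeing the data, left MDA-MB-231 at 315 and 0.657, moved Hs578T from 1525 to 1732 genes, and gave 41 shared genes and 0.0753 for the adhesion test in Hs578T. With the replicate number as a block, 822 genes were called in Hs578T and 195 in MDA-MB-231, 18 were shared and 281 differed, the cytokine overlap gave 0.0643, the stromal test in MDA-MB-231 0.0372 and the adhesion test in MDA-MB-231 moved to 0.590. With consecutive label numbers as a block the values were 1022, 271, 23, 361 and 0.0808, the stromal test in Hs578T moved to 0.892 and the adhesion test in MDA-MB-231 to 0.509. Of the shared genes, 15 were lower and 3 higher in CD44 KO under the replicate number, and 19 and 4 under the label numbers. In both of these block fits the unnumbered MDA-MB-231 CD44 WT library and CD44 KO replicate 2 each took a term of their own. The comparison in that line thus rested on the 2 known pairs. The block took away the calls for the difference of CD44, EPS8L2, TFPI2 and HAS2 between the lines under both numberings and of CHRDL1 under the replicate number, and of the cytokine genes lower in both lines, BMP4, INHBB and WNT5A lost their MDA-MB-231 calls under both. Deviations of CD44 WT and CD44 KO libraries from their group means correlated across genes at -0.0828, 0.0594 and -0.156 for the same replicate number in Hs578T, and at 0.0253 and 0.234 for the 2 known pairs in MDA-MB-231. For consecutive label numbers they correlated at 0.0362, 0.195 and 0.240 in Hs578T and, for the same known pairs, at 0.0253 and 0.234 in MDA-MB-231. The MDA-MB-231 CD44 WT library without a replicate number correlated best with CD44 KO replicate 2 (0.251, the highest value of all combinations), its partner by either numbering if it is taken as replicate 2, the number left over. Even so, the label pairs at 0.0362 and 0.0253 stay under 0.1. The CD44 WT replicate 1 libraries of both lines correlated better with CD44 KO replicate 3 (0.0396 in Hs578T, 0.102 in MDA-MB-231) than with their own number. The main fit used no pairing. All known pairs by label number lay above 0, and that at 0.240 is the highest value of Hs578T. A shared preparation of libraries with consecutive label numbers therefore stays open. What caused the changes in counts and set tests under these settings was not tested. How much follows from the MDA-MB-231 libraries that took their own terms was not tested either.

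With the narrow cytokine list the overlap gave 0.108 (exact test), with 1 gene left. Without CD44 the adhesion test in MDA-MB-231 moved to 0.669 and changed sign, neither value past 0.05, and in Hs578T it went from 0.0269 to 0.00235, towards higher counts in CD44 KO, and to 0.199 with an estimated correlation. With an estimated correlation the tests that had passed in Hs578T gave 0.204 for cytokines, 0.330 for adhesion and 0.0979 for proliferation, because the estimates exceed the preset value. Without false matches, at the preset correlation, the set tests of both families and their overlaps with the genes lower in both lines stayed on their side of 0.05, while the overlap of the adhesion family with the genes lower in MDA-MB-231 went from 0.0232 to 0.0961.

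With each library left out, the counts ranged from 605 to 1685 in Hs578T, 355 to 763 in MDA-MB-231, 28 to 73 shared and 396 to 804 differing. The Hs578T count was 620 without CD44 WT replicate 1, 698 without CD44 WT replicate 2, 705 without CD44 KO replicate 1, 605 without CD44 KO replicate 2 and 700 without CD44 KO replicate 3. The MDA-MB-231 count was 447 without CD44 WT replicate 3 and 444, 355 and 459 without CD44 KO replicates 1, 2 and 3. The shared count was 42 without Hs578T CD44 WT replicate 2, 39, 37 and 41 without Hs578T CD44 KO replicates 1, 2 and 3, 39 without MDA-MB-231 CD44 WT replicate 3, and 28 and 40 without MDA-MB-231 CD44 KO replicates 2 and 3. The differing count was 400 and 418 without Hs578T CD44 WT replicates 1 and 2, 415 and 396 without Hs578T CD44 KO replicates 2 and 3 and 430 without MDA-MB-231 CD44 KO replicate 2. Fewer libraries lower the power of these fits. The set tests ranged from 0.00752 to 0.222 for adhesion in Hs578T, 0.192 to 0.873 for adhesion in MDA-MB-231, 0.712 to 0.961 for the stromal signature in Hs578T, 0.00352 to 0.440 for it in MDA-MB-231 and 0.114 to 0.958 for interferon in MDA-MB-231. Adhesion in Hs578T lost its call without CD44 WT replicate 3 (0.222) and CD44 KO replicate 2 (0.0693), and the stromal signature in MDA-MB-231 passed without CD44 WT replicate 3 (0.0158) and CD44 KO replicate 1 (0.00352).

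Of 222 results for named genes, 113 were called. The replicate block kept 83 of them, the block by label number 88, and the settings that leave out 1 library between 95 and 109. DESeq2 kept 112 and called 17 more, and no called gene changed direction under any setting. With all libraries thinned to the smallest total, a test chosen after seeing the data, 1088 genes were called in Hs578T and 668 in MDA-MB-231, of which 1042 and 635 had been called at full depth.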

Differences from the paper's values

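The fit of each line alone with a block for label numbers in Hs578T was chosen only after the result was seen. The other settings named here were set before the data were examined.

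For genes changed by CD44 KO in MDA-MB-231, the paper's value is 320 and the count here was 731. Within 1.5 times the paper's value came each line fitted alone (315), a log2 fold change of at least 1 (328), the block by label number (271) and the fits without MDA-MB-231 CD44 WT replicate 3 (447), CD44 KO replicate 1 (444), CD44 KO replicate 2 (355) or CD44 KO replicate 3 (459). The other 18 of the 25 alternatives did not. The count for Hs578T, 1189, lies within 1.5 times the paper's value of 1530, and each line fitted alone gave 1525.

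For genes changed in both lines, the paper's value is 40 and the count here of genes changed in the same direction was 67 (101 in any direction). Each line fitted alone gave 40 in the same direction (68 in any direction), which are the 40 genes of Figure 3C, and a log2 fold change of at least 1 gave 33. Of the 12 fits that left out 1 library, 10 came within 1.5 times the paper's value, all but those without Hs578T CD44 WT replicate 3 and MDA-MB-231 CD44 WT replicate 1. The other settings did not. With a block for label numbers added to the fit of Hs578T alone, chosen after seeing the values, 41 genes were shared. The MDA-MB-231 fit took no block there and kept its 315 genes.

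For genes lower in CD44 KO in both lines, the paper's text gives 9 and the count here was 43. None of the 25 alternatives came within 1.5 times that value. Figure 3C shows about 31 genes lower, read by eye, and the 43 here lie within 1.5 times that value, as do 16 of the 25 alternatives. For genes higher in CD44 KO in both lines, the paper's text gives 31, and the count here, 24, lies within 1.5 times that value, as do 8 of the 25 alternatives. Figure 3C shows about 9 of these, read by eye. Each line fitted alone (9), a log2 fold change of at least 1 and 6 of the fits that left out 1 library came within 1.5 times, these being the fits without Hs578T CD44 WT replicate 1, Hs578T CD44 KO replicate 1, Hs578T CD44 KO replicate 2, MDA-MB-231 CD44 WT replicate 3, MDA-MB-231 CD44 KO replicate 2 and MDA-MB-231 CD44 KO replicate 3, and the other 17 alternatives did not.

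The paper's text states that most of the shared genes went up in CD44 KO, whereas its heat map in Figure 3C shows most of them higher in CD44 WT. In the counts, 31 of the 40 genes of Figure 3C were lower in CD44 KO in both lines and 9 were higher, the direction of the heat map for all 40 genes, and CD44 is among those lower. Among these genes, EPHB3 and EPS8L2 missed the threshold in MDA-MB-231 (adjusted p = 0.0159 and 0.0136, edgeR) and LDAH in Hs578T (0.0161). DESeq2 and each line fitted alone called all 3 of them, and no filter on low counts called EPHB3 and EPS8L2. The later block, which entered the fit of Hs578T only, kept the call of LDAH in that line. Without Hs578T CD44 WT replicate 1 EPHB3 was called, without Hs578T CD44 WT replicate 3 EPHB3 and EPS8L2, and without MDA-MB-231 CD44 WT replicate 1 or the unnumbered CD44 WT library LDAH.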

Other observations

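Of the tests in this part, those of trends on gene length and GC content, of the shared genes outside chromosome 2p and of CD44 WT cells among the sorted CD44 KO cells, and the comparison of the proliferation median with the spread of its members, were chosen only after the result was seen.

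In each line the 6 libraries can be split into 3 and 3 in 10 ways, too few for a share under 0.05. The real groups gave 1189 genes in Hs578T and 731 in MDA-MB-231, as the only split (1 of 10 in each line) with as many, and the highest count of the other splits was 0 in both lines, where up to 997 and 1974 genes had an unadjusted p under 0.05 by edgeR. For genes changed the same way in both lines, the real groups were the only one (1) of 100 splits to reach 67, and the highest other gave 34. The same number, 34, changed in opposite directions in the real groups. A random division of libraries that hold no CD44 effect is thereby argued against. Splits that mix CD44 WT and CD44 KO remove the changes themselves, so they cannot test whether separate responses of the lines overlap by chance. That question was left to the exact tests of the overlap.

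Fold changes hardly followed gene length in Hs578T (Spearman correlation across genes -0.00712, genes not being independent replicates) and rose with it in MDA-MB-231 (0.168). They fell with GC content in both lines (-0.101 and -0.205). With trends on both removed from each library, 1470 genes were called in Hs578T, among them 1168 of the 1189, and 930 in MDA-MB-231, among them 697 of the 731. This argues against length or GC content as the whole cause of the calls.

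The CD44 KO cells received plasmid DNA, and an interferon response to it was tested with 32 genes. Their median log2 fold change was 0.023 in Hs578T (limma's camera, adjusted p = 0.445, unadjusted 0.280) and 0.065 in MDA-MB-231 (adjusted p = 0.761, unadjusted 0.653, upwards although the mean was -0.07). Members went both ways, 17 higher and 15 lower in both lines, so that the list decides neither for nor against such a response. A list of 25 proliferation genes had a median of -0.22 in Hs578T, with 25 of 25 genes lower (adjusted p = 8.50e-04 over 14 set tests, unadjusted 6.07e-05, with an estimated correlation 0.0979). Slower growth of Hs578T CD44 KO cells may therefore contribute to the genes changed there, though 1 of the 25 genes was called, and growth was not measured in these libraries. Against this, the paper's MTT assay found that survival in culture changed little with CD44 KO in either line. That assay used complete medium, whereas the sequenced cells had been starved of serum. RRM2, on that list, lies at the end of chromosome 2p. In MDA-MB-231 the median was 0.021 (14 higher, 11 lower, adjusted p = 0.425, unadjusted 0.155), with members going both ways. This lies under the shift of 0.2 set beforehand as the least a growth effect would give, but by less than the spread of the members (SD 0.220), so that a growth effect there cannot be told apart from none.

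Of 148 windows of 100 neighbouring genes, 30 in Hs578T and 28 in MDA-MB-231 had a median log2 fold change beyond the limit of the shuffles (0.12 and 0.13), and 5 were beyond it in both lines with the same sign and 1 with opposite signs. Windows beyond the limit held 374 of the 1086 called genes that lie in windows in Hs578T and 322 of 691 in MDA-MB-231. Differences in copy number or in subclones between the sorted populations may underlie part of the calls, while neighbouring genes regulated together would give such windows too and were not tested. Genes within 1 Mb of CD44, 10 genes, had medians of 0.05 in Hs578T and 0.027 in MDA-MB-231. In that order, camera gave an unadjusted p of 0.557 upwards (mean -0.05) and 0.212 downwards (mean 0.03). By fry the unadjusted p was 0.143 upwards in Hs578T and 0.0079 downwards in MDA-MB-231. In MDA-MB-231, 6 of these genes were higher and 4 lower, 1 of them called. The lower median, 0.027, argues against a loss of the surroundings as the whole cause of the lower CD44 counts. A smaller decrease of these genes in MDA-MB-231 is left open by fry.

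Of the 43 genes lower in CD44 KO in both lines, 10 lie in the window at the end of chromosome 2p (MYT1L, ADI1, RNF144A, ITGB1BP1, GRHL1, RRM2, NOL10, DDX1, LAPTM4A and SF3B6), which holds 0.631% of the genes tested (one-sided Fisher's exact test, p = 1.03e-13). Outside the window 33 genes were shared, against 14.7 by chance (same exact test, p = 1.30e-05), which argues against this region as the whole cause of the overlap.

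CD44 counts in CD44 KO were 5.40% of those in CD44 WT in Hs578T and 9.43% in MDA-MB-231. If they came from CD44 WT cells among the sorted CD44 KO cells, no gene should fall below that ratio. In Hs578T 5 genes of at least 10 CPM did beyond counting error (CREG1, GPC4, MAGEA8, ADGRG2 and COL1A2, chosen after their values were seen), which argues against such cells as the source of all remaining counts if those cells resemble the sorted CD44 WT cells. In MDA-MB-231 2 genes did (EPB41L3 and CASC19), too few to decide, and such cells cannot be told apart there from transcripts of edited CD44 genes. The sort on CD44 would remove CD44 WT cells.

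Of the genes of the cytokines in Figure 4A and of IL-8, CCL2 passed the threshold over all genes in both lines. IL6 had a log2 fold change of 1.73 in Hs578T (adjusted p = 0.0163, edgeR) and CXCL12 of -0.82 (adjusted p = 0.0239). ICAM1 and CXCL8 did not pass in either line. MIF is listed at 0 counts in all libraries. Fragments that aligned to several places or to several genes were not counted, so this does not show that MIF is not expressed. Of the hyaluronan genes, HAS2 in Hs578T alone passed, and HYAL1, HYAL2, HMMR, HAS1 and HAS3 passed in neither line, while LYVE1 and MMP9 were too low to be tested. ITGB1, the gene of the sort marker CD29, had a log2 fold change of 0.61 in MDA-MB-231 (adjusted p = 0.0116) and 0.24 in Hs578T (adjusted p = 0.302). Of the genes named in the patient cohort, IL1B rose in MDA-MB-231 (1.99, adjusted p = 0.00453, lost with DESeq2, with the line fitted alone and in 4 of the 12 fits without 1 library) and COL6A2 in Hs578T (0.57, adjusted p = 0.00727, lost in 7 of the 12 fits without 1 library). CXCL2, COL1A1, COL6A1, COL6A3, STAT5A and MYC did not pass, and CD68, CMA1 and KIT were too low to be tested.

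The paper's inflammatory signature, 19 of 26 genes tested, had medians of 0 in Hs578T (mean 0.30, camera, unadjusted 0.318) and 0.14 in MDA-MB-231 (unadjusted 0.298, adjusted 0.445 in both). The stromal signature, of whose 120 names 114 matched a gene and 83 genes were tested, had a median of -0.08 and a mean of 0.04 in Hs578T (unadjusted 0.937 upwards, adjusted the same) and a median of 0.09 and a mean of -0.02 in MDA-MB-231 (unadjusted 0.0779 upwards, adjusted 0.273). Adjusted over the list alone, 18 cytokine genes passed in Hs578T and 9 in MDA-MB-231, against 14 and 9 over all genes, and 31 and 20 adhesion genes, against 27 and 14.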
